# MAB21L1 modulates gene expression and DNA metabolic processes in the lens placode

**DOI:** 10.1242/dmm.049251

**Published:** 2021-12-23

**Authors:** Ryuichi Yamada, Akira Oguri, Katsunori Fujiki, Katsuhiko Shirahige, Yoshikazu Hirate, Masami Kanai-Azuma, Hirotaka Takezoe, Yoshihiro Akimoto, Naoki Takahashi, Yoshiakira Kanai

**Keywords:** Mab21l1, Lens placode, scRNA-seq, Transmission electron microscopy

## Abstract

Mutations in human *MAB21L1* cause aberrations in lens ectoderm morphogenesis and lead to congenital cerebellar, ocular, craniofacial and genital (COFG) syndrome. Murine *Mab21l1*-null mutations cause severe cell-autonomous defects in lens formation, leading to microphthalmia; therefore, *Mab21l1*-null mice are used as a mouse model for COFG syndrome. In this study, we investigated the early-onset single-cell-level phenotypes of murine *Mab21l1*-null lens ectoderms using electron microscopy and single-cell RNA sequencing (scRNA-seq). Electron microscopy and immunohistochemical analyses indicated endoplasmic reticulum stress at the 24- to 26-somite stage in *Mab21l1*-null lens placodes. scRNA-seq analysis revealed that 131 genes were downregulated and 148 were upregulated in *Mab21l1*-null lens ectoderms relative to the wild type. We successfully identified 21 lens-specific genes that were downregulated in *Mab21l1*-null cells, including three key genes involved in lens formation: *Pitx3*, *Maf* and *Sfrp2*. Moreover, gene ontology analysis of the 279 differentially expressed genes indicated enrichment in housekeeping genes associated with DNA/nucleotide metabolism prior to cell death. These findings suggest that MAB21L1 acts as a nuclear factor that modulates not only lens-specific gene expression but also DNA/nucleotide metabolic processes during lens placode formation.

## Abstract (precis)

**Summary:** MAB21L1 acts as a nuclear factor that modulates not only lens-specific gene expression but also DNA/nucleotide metabolic processes during lens placode formation.

## INTRODUCTION

In mouse and human embryos, eye specification is initiated in the forebrain, after which the wall of the forebrain evaginates and comes into close contact with the head surface ectoderm. Lens morphogenesis begins with the thickening of the lens ectoderm, which covers the eye field to form the lens placode. The invagination and proliferation of lens placode cells give rise to lens vesicles, whereas the remaining surface ectoderm cells contribute to cornea and iris formation, becoming the anterior elements of the eye. In mice, lens progenitor cells are characterized by the expression of lens lineage-specific transcription factors, such as *Pax6*, *Six3*, *Sox2*, *Mab21l1* and *FoxE3* (Cvekl and Duncan, 2007). Disruption of any of the genes involved in lens development leads to severe eye abnormalities (Cvekl and Zhang, 2017). Owing to the failure of these mutants to initiate or complete lens placode formation, unraveling the molecular mechanisms and events that drive lens placode formation has been challenging.

The lens placode is completely absent or severely developmentally arrested in mouse embryos harboring null mutations in *Pax6* (Hill et al., 1992) or *Six3* (Liu et al., 2010). Moreover, ectopic expression of *Pax6* in frog (Chow et al., 1999) and *Six3* in fish (Oliver et al., 1996) can generate ectopic lenses, suggesting that these genes are sufficient to induce lens development. A variety of experimental approaches, ranging from tissue recombination studies to genetic loss of function, have identified *Pax6* as the key transcription factor for inducing the lens placode (Fujiwara et al., 1994; Ashery-Padan et al., 2000). As the regulatory interaction between *Six3*, *Pax6* and *Sox2* paves the way for the expression of the essential crystallin regulatory genes *Maf* and *Prox1*, decades of molecular studies have focused on deciphering the hierarchy of this tripartite network (Cvekl and Ashery-Padan, 2014; Cvekl and Zhang, 2017). Extensive studies using conditional deletion, chromatin immunoprecipitation, an electrophoretic mobility shift assay and luciferase reporter assays have provided the current model, whereby *Six3* directly activates *Pax6* and *Sox2* expression in the presumptive lens ectoderm (Liu et al., 2006).

In *FoxE3* and *Pitx3* mutant mice, the lens vesicle forms but fails to separate from the surface ectoderm, leading to disorganized rudimentary lenses (Ho et al., 2009). Notably, *Mab21l1-*null mice exhibit severe cell-autonomous defects in lens placode invagination due to impaired cell proliferation and survival (Yamada et al., 2003); this provided a unique model with which to study early lens placode formation.

The *mab-21* gene was first identified as a cell fate determination gene that regulates sensory ray morphogenesis in male nematodes (Baird et al., 1991). *Mab-21* is highly conserved in a wide range of invertebrates and vertebrates, and two *mab-21* orthologs, *Mab21-like 1* (*Mab21l1*) and *Mab21-like 2* (*Mab21l2*), have been identified in several species, including mice and humans (Mariani et al., 1999; Wong and Chow, 2002). In vertebrates, members of this gene family encode proteins that share more than 90% amino acid sequence homology (Mariani et al., 1999; Wong and Chow, 2002). Despite several conserved structural similarities between MAB21L1 and cyclic guanosine monophosphate (cGMP)-adenosine monophosphate (AMP) synthase (cGAS), the biochemical function of MAB21L1/2 remains elusive, although MAB21L1/2 exhibits a mild affinity of MAB21L1/2 for nucleic acids *in vitro* (de Oliveira Mann et al., 2016).

*Mab21l2*-deficient mice show severe developmental defects of the heart, liver, eye and ventral body wall, which can result in embryonic death (Saito et al., 2012; Yamada et al., 2004). In humans, *MAB21L2* mutations cause similar defects, with the addition of eye malformations and skeletal dysplasia (Rainger et al., 2014). *Mab21l1*-deficient mice can survive and grow to adult developmental stages (Yamada et al., 2003); however, they display severe microphthalmia and mild atrophy of the preputial glands with the same abdominal ectoderm origin as the human scrotum (Yamada et al., 2003). Similar to *Mab21l1*-deficient mouse phenotypes, human *MAB21L1* mutations cause various ocular abnormalities, such as microphthalmia, coloboma and/or cataracts (Seese et al., 2021), in addition to facial dysmorphisms, cerebellar hypoplasia and scrotal agenesis; this disease is called cerebellar, ocular, craniofacial and genital (COFG) syndrome (Rad et al., 2019). Zebrafish *mab21l1*-null mutants also exhibit aberrant morphogenesis of the lens and cornea, similar to mice and humans with *Mab21l1* mutations (Seese et al., 2021). Together, these studies suggest that *Mab21l1* plays a crucial conserved role in lens ectoderm morphogenesis in vertebrates. However, MAB21L1 deficiency causes rapid cell loss within the lens ectoderm area during the early organogenic embryo stage (Yamada et al., 2003; Seese et al., 2021). Owing to the rapid death of the majority of lens placode cells, the molecular and cellular events that occur immediately downstream of *Mab21l1* in the lens ectoderm are currently unknown.

Recent technical advances in single-cell RNA sequencing (scRNA-seq) have enabled the sequencing and quantification of transcriptomes from samples containing relatively low numbers of cells. In a previous study, we applied scRNA-seq to individual cells collected from the approximate eye area of mouse early somite-stage embryos and successfully identified key stage-dependent structural and metabolic genes involved in initial retinal specification (Yamada et al., 2021). In this study, we used scRNA-seq and electron microscopy to characterize the pathological phenotypes and transcriptome profiles of the lens ectoderm at the single-cell level immediately prior to apoptotic cell death in *Mab21l1*-null mutants. This revealed the possible functions of *Mab21l1* in the lens placode during early ocular morphogenesis.

## RESULTS

### MAB21L1 mainly localizes to the nuclei of lens placode cells

MAB21-domain proteins serve functions in both the nucleus and the cytoplasm (Deml et al., 2015; Mariani et al., 1999). Here, we investigated the subcellular localization of MAB21L1 in developing lens placodes *in vivo* at embryonic day (E)9.5. To examine endogenous MAB21L1 *in vivo*, we generated anti-MAB21L1 polyclonal antibodies and performed immunohistochemical analyses. MAB21L1^+^ signals were mainly present in the nuclei of lens placode, surrounding surface ectoderm (i.e. the developing cornea and iris) and optic vesicle cells (Fig. 1A). Moreover, nuclear MAB21L1 signals were not detected in the defected lens pits of single *Mab21l1-*null or double *Mab21l1/Mab21l2*-null embryos (Fig. 1B). These findings suggest that MAB21L1 may function as a lens placode-specific nuclear factor *in vivo*. In addition, MAB21L1 signals were detectable in the optic vesicles of wild-type and single *Mab21l1-*null embryos but not in those of *Mab21l1/Mab21l2* double-null embryos (Fig. 1A,B); this suggests that the anti-MAB21L1 antibodies cross-reacted with MAB21L2, which shares 94% amino acid sequence similarity with MAB21L1 (Mariani et al., 1999).

**Fig. 1.**
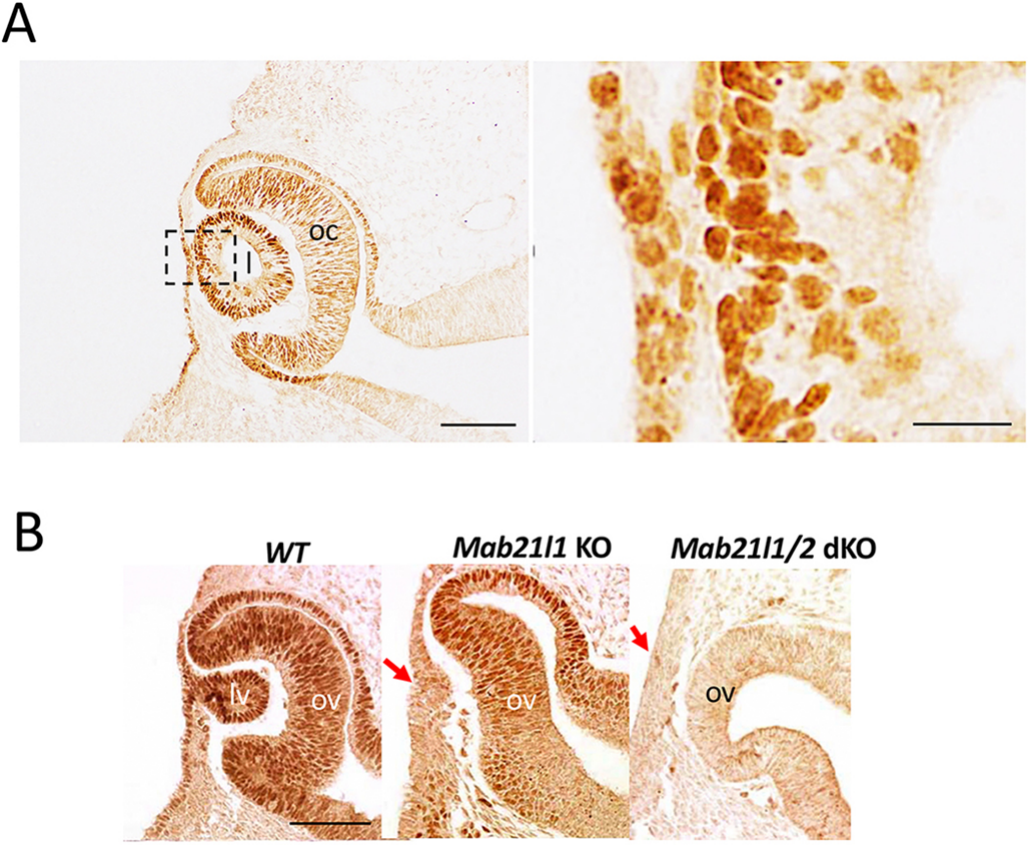
**Nuclear localization of the MAB21L1 protein in the developing lens.** (A) Anti-MAB21L1 immunostaining (brown). Intense positive signals were detected in the nucleus of the lens, as well as the surface ectoderm, optic cup and retinal pigmented epithelium at E11. The image on the right shows a higher magnification view of the lens and its surface ectoderm, indicated by a dashed box in the left panel. (B) Anti-MAB21L1 immunostaining of the lens and optic vesicle of wild-type (WT, left), *Mab21l*-single knockout (KO, middle) and *Mab21l1/Mab21l2*-double KO (right) embryos. No MAB21L1^+^ signals were present in the lens ectoderm of the *Mab21l1*-single KO or *Mab21l1/Mab21l2*-double KO (red arrows). Some crossreactive signals with MAB21L2 were present in the optic vesicles of *Mab21l1*-single KO embryos (middle panel). L, lens; lv, lens vesicle; oc, optic cup; ov, optic vesicle. Scale bars: 50 µm (A, left panel and B); 10 µm (A, right panel).

### *Mab21l1*-null lens placode cells have enlarged endoplasmic reticula immediately prior to cell death

Signs of severe defects in lens placode growth, such as reduced bromodeoxyuridine (BrdU) uptake and increased apoptotic signals, are present in *Mab21l1*-null mouse embryos in the 30-somite stage during the onset of lens placode invagination (Yamada et al., 2003). To determine the first cellular defects and the timing of their onset in *Mab21l1-*null lens placodes, we performed immunohistochemistry on lens placodes during the 24- to 30-somite stage (E9.25-E9.75) using wheat germ agglutinin (WGA) to stain for apical surface glycocalyces and Golgi apparatuses, as well as stains for 78 kDa glucose-regulated protein (GRP78), a marker for rough endoplasmic reticula (ER) and ER stress (Xu et al., 2005), and E-cadherin (Ecad), a basolateral membrane marker (Fig. 2A,B).

**Fig. 2.**
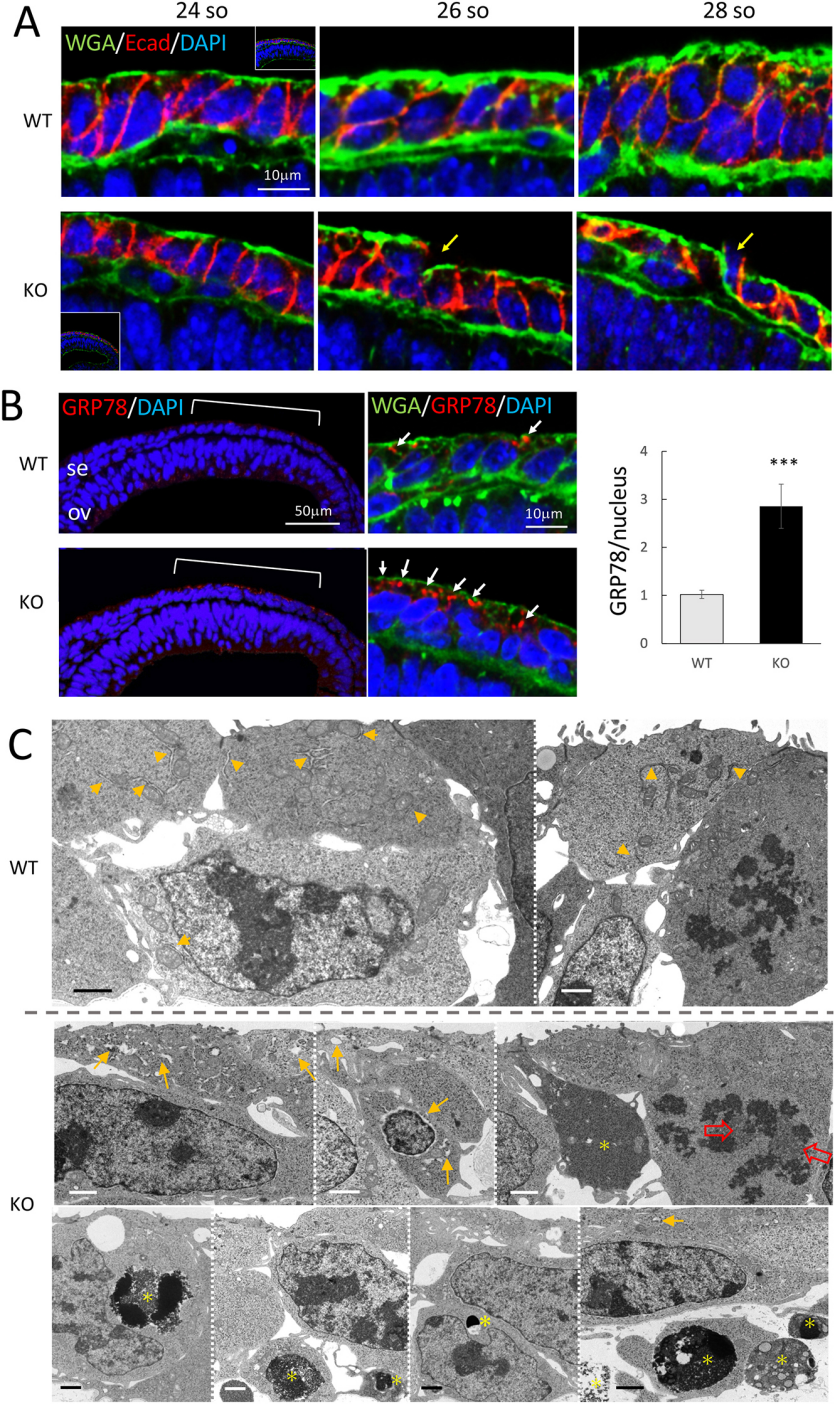
**Early-onset *Mab21L1*-KO phenotypes in the lens ectoderm cells prior to apoptotic cell death at the 24- to 26-somite stage.** (A) Lens ectoderm staining with WGA (green), anti-E-cadherin (Ecad; red) and DAPI (blue) of developing wild-type (WT) and *Mab21l1*-KO lens ectoderm layers at 24-, 26- and 28-somite stages. Discontinuous WGA^+^ glycocalyx layers are present in KO lens placodes, even at the 28-somite stage (yellow arrows). Insets in the 24-somite panels (left) contain a lower magnification view. (B) Staining of the wild-type and KO lens ectoderms at 24- to 25-somite stages with anti-78 kDa glucose-regulated protein (GRP78, red), WGA (green) and DAPI (blue). Several intense GRP78^+^ signals were present in the apical cytoplasm of the KO lens ectoderm (white arrows). Bar graph (right panel) shows the number of GRP78^+^ foci/number of nuclei (mean±s.e.m.). *n*=15. ***P<0.001 (unpaired two-tailed Student's *t*-test). ov, optic vesicle; Se, surface ectoderm. (C) Transmission electron microscopy of wild-type (upper panels) and KO (lower panels) lens ectoderms at the 24-26-somite stage (*n*=4). Several KO lens placode cells exhibited enlarged ER lumens (yellow arrows) and aberrant mitotic chromosome aggregation (open red arrows). Dead cells, cell debris and phagosomes (yellow asterisks) were present in the epithelial layer (bottom panels) and the lower mesenchymal space (bottom-right panel) of the KO lens area. Yellow arrowheads indicate normal ER in the wild-type lens ectoderm. Scale bars: 1 µm (C).

At the 24-somite stage, the WGA and Ecad staining patterns of the lens placodes of *Mab21l1*-null and wild-type littermates were similar, with both types exhibiting typical single cuboidal epithelia with discontinuous WGA^+^ glycocalyx apical surface layers (Fig. 2A). At the 26-somite stage, the wild-type epithelial cells had elongated and the WGA^+^ signals along their apical surface had thickened, leading to placode formation by the 28-somite stage (upper panels in Fig. 2A). By contrast, *Mab21l1*-null lens placodes exhibited no significant changes in epithelial structure during the 24- to 28-somite stages, and discontinuous WGA^+^ signals were still found along the epithelial apical surface (lower panels in Fig. 2A). These results suggest that the earliest *Mab21l1*-null phenotype is defective epithelial cell maturation in the lens placode at the 24- to 26-somite stages.

Anti-GRP78 staining in wild-type and *Mab21l1*-null lens placodes were compared at the 24- to 26-somite stages. GRP78^+^ signals were present in the apical cytoplasm of the wild-type lens placode (Fig. 2B). Interestingly, intense GRP78 signals were present in the apical cytoplasm of *Mab21l1*-null lens placode cells (Fig. 2B). The number of GRP78^+^ foci per nuclei was significantly higher in *Mab21l1*-null compared to wild-type lens placodes (Fig. 2B), which suggests possible ER stress in the *Mab21l1*-null lens placode immediately prior to placode formation.

Ultrastructural transmission electron microscopy analysis revealed the presence of enlarged ER lumens in the apical cytoplasm of *Mab21l1*-null lens placode cells (Fig. 2C), corresponding to the GRP78^+^ signals observed in Fig. 2B. Moreover, in *Mab21l1*-null lens placodes, the mitotic chromosomes were aberrantly aggregated in some *Mab21l1*-null lens placode cells (Fig. 2C, open red arrows). Dead cells, cell debris and phagosomes were present inside the lens epithelia (Fig. 2C, yellow asterisks), in addition to apoptotic cell debris in the extracellular space between the lens placode and optic vesicle layers (Fig. 2C, bottom right; Fig. S1). No significant differences in the ultrastructural features of wild-type and *Mab21l1*-null apical surface membranes or cilia/microvilli were detected via transmission or scanning electron microscopy at the 24-26 somite stages (Figs S1, S2). Similar to the wild type, single primary cilia and prominent microvillus borders were present even at the 28-somite stage (Fig. S2, yellow arrows) at the apical surfaces of *Mab21l1*-null lens placodes. However, long cell protrusions on irregular apical surfaces were present in some *Mab21l1*-null lens placode cells (Fig. S2B, blue arrows), suggesting a possible repair response in resealing their damaged epithelial sheet (also see the gene ontology terms ‘bicellular tight junction assembly’ and ‘regulation of actin filament-based process’ in 148 genes upregulated in *Mab21l1*-null lens placodes, as described in the following scRNA-seq paragraphs and Fig. S3).

### scRNA-seq of the cluster of ectoderm cells covering the eye area of 26-somite stage wild-type and *Mab21l1*-null embryos

To identify the initial molecular defects in the ectodermal area of the lens placode of *Mab21l1*-null embryos, we performed scRNA-seq using cells from the approximate eye area of embryos at the 26-somite stage using a 10x genomics chromium system (Fig. 3A). 

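Cells of the ocular area of 1 embryo per genotype at the 26-somite stage were made into 1 library per genotype with the 10x Chromium system, which tags each captured transcript with the barcode of its droplet and with a unique molecular identifier (UMI). The authors counted UMIs per gene and cell with Cell Ranger on the mouse genome mm10 (GRCm38) and combined the libraries with Cell Ranger aggr, which can subsample reads to even out depth. The deposited counts are not scaled per cell. The library labelled WT held 43636657 UMIs over 1745 cell barcodes, with a median of 20806 UMIs per barcode, and the library labelled KO held 53148253 UMIs over 2458 barcodes, with a median of 18008.5. With 1 embryo per genotype, no difference between the libraries has a replicate check, and no test was made. Brackets after a UMI sum or a level give its exact 95% Poisson interval, brackets after a share of cells its exact 95% binomial (Clopper-Pearson) interval, and both cover counting error only. *Mab21l1*, the disrupted gene, lies on chromosome 3 of GRCm38 from 55782510 to 55785001 on the plus strand and has 1 exon, which lies within *Nbea* on the other strand and overlaps an exon of it. *Mab21l1* RNA was counted in both libraries: 886 UMIs in the library labelled WT, or 20.3 per 1000000 UMIs (CPM) [19.0, 21.7], and 1718 UMIs in the library labelled KO, or 32.3 CPM [30.8, 33.9]. Over all cells the level of the disrupted gene was thus higher in the library labelled KO, so the libraries are named by their labels, and each direction between them rests on those labels. The counts do not show which part of the gene the reads came from. Fold changes are natural logarithms of the ratio of mean UMIs per 10000 UMIs of a cell, with a pseudocount of 1 on each mean, which is the scale of the paper's logFC and understates the change of low genes; brackets after a fold change combine the Poisson intervals of the 2 sums.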

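Barcodes with 1500 to 8000 detected genes and at most 5% of their UMIs on mitochondrial genes were kept. Of the barcodes of the library labelled WT, 54 exceeded the mitochondrial limit and 11 had more than 8000 genes. Of the barcodes of the library labelled KO, 53 exceeded the mitochondrial limit and 1 had more than 8000 genes. The kept cells held 41880035 UMIs in the library labelled WT, with a median of 21037 UMIs per cell and a range of 8016 to 96705. The kept cells of the library labelled KO held 52430844 UMIs, with a median of 18135 UMIs per cell and a range of 6384 to 86710. Cells of both libraries were clustered together on 1555 variable genes and 40 principal components (PCs) at a resolution of 0.6, after regressing out cell cycle scores, which gave 16 clusters.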

A total of 4084 individual cells were analyzed (1680 and 2404 cells from wild-type and *Mab21l1*-null embryos, respectively), from which the cells could be categorized into seven major clusters (Fig. 3B). As in our recent scRNA-seq study (Yamada et al., 2021), the expression of annotated marker genes was used to identify each cluster, using a combination of the Mouse Atlas, LifeMap Discovery and Mouse Genome Informatics databases. We identified one cluster that had high ectoderm marker expression levels (cluster 7: *Krt8*, *Krt18*, *Dlx5* and *Dlx6*), six clusters with high optic vesicle marker expression (clusters 1, 2, 3, 5, 8 and 10: *Lhx2* and *Rax*) and two clusters with high mesenchymal marker expression (clusters 0 and 6: *Col3a1* and *Prrx2*). 

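In the clusters made from the deposited counts, 106 cells of 1 cluster had all 7 ectoderm markers fixed beforehand (*Krt8*, *Krt18*, *Dlx5*, *Dlx6*, *Epcam*, *Cdh1* and *Krt19*) at least 2-fold above the other cells and were called ectoderm-like. They were 58 cells of the library labelled WT, or 3.45% [2.63, 4.44] of its cells, and 48 cells of the library labelled KO, or 2.00% [1.48, 2.64]. These numbers were the same at resolutions 0.3 and 1.2 and with 20 PCs, and moved most without a mitochondrial limit, to 64 and 51 cells. The optic vesicle-like cluster held 218 and 448 cells of the libraries labelled WT and KO, the neural ectoderm-like cluster 220 and 406 cells, and 4 mesenchyme-like clusters 495 and 773 cells. A further 5 clusters with fewer than 3 markers of any type stayed unnamed, a minimum set after the data were seen. They held 537 cells (32.0%) of the library labelled WT and 536 cells (22.3%) of the library labelled KO. For clusters 3, 5 and 6 of them the nearest type was the optic vesicle, with 1, 1 and 2 of its markers. These held 234, 100 and 153 cells of the library labelled WT and 294, 113 and 47 of the library labelled KO. The optic vesicle-like cluster may thus be only a part of the optic vesicle cells. Genes that differ between the libraries took part in the clustering, so a difference in cluster size between them is not by itself a difference in cell types.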

Other clusters were associated with the endothelium (cluster 4: *Pecam1* and *Cd34*), erythrocytes (cluster 9: *Hbb-bs*, *Hbb-bt*, *Alas2* and *Gypa*), neural crests (cluster 11: *Sox10*, *Zeb2* and *Ednrb*) and lymphocytes (cluster 12: *Cd52*, *Fcer1g* and *C1qb*) (Fig. 3B,C). 

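Endothelium-like cells numbered 66 in the library labelled WT and 102 in the library labelled KO, erythrocyte-like cells 38 and 52, and neural crest-like cells 31 and 32. A cluster with 6 macrophage markers, *Cd52*, *Fcer1g* and *C1qb* among them, held 17 and 7 cells, fewer than the minimum of 30 cells per cluster, and was not used further. Scrublet called 4 doublets in the library labelled WT and 7 in the library labelled KO; as the paper's methods name no doublet removal, they were not removed for it, and 4 and 6 of them passed the limits on genes and mitochondrial UMIs. The number called in the library labelled WT was not stable, as the automatic threshold moved with the numerical library used.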

The differentially expressed genes (DEGs) for each cluster are listed in Table S1.

**Fig. 3.**
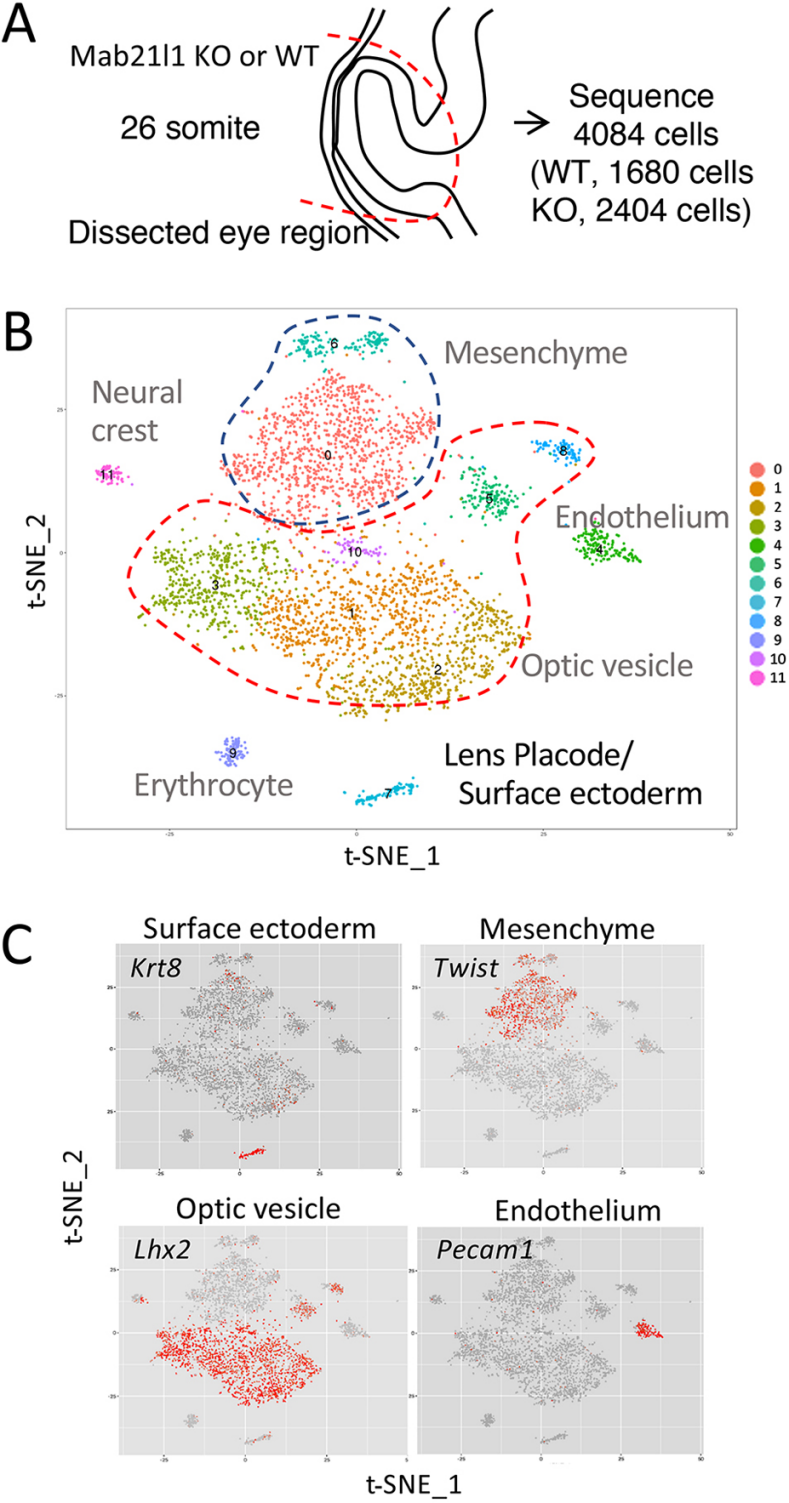
**scRNA-seq of the ocular area identified 12 major cell types, including a lens ectodermal cluster.** (A) A schematic image of a 26-somite stage embryo. The red dashed line indicates the dissected eye region subjected to scRNA-seq. KO, knockout; WT, wild-type. (B) t-SNE plot of all cells that passed quality control (*n*=4084 cells) colored according to cluster type. (C) t-SNE feature plots showing expression of the surface ectoderm (*Krt8*), optic vesicle (*Lhx2*), mesenchymal (Twist) and endothelium (*Pecam1*) marker genes. Cellular expression is colored on a scale from low level (gray) to high level (red).

### Transcriptional changes immediately downstream of *Mab21l1* in lens placodes

Next, we extracted and reanalyzed the scRNA-seq data for cluster 7, which contained lens ectoderm progenitor cells, and plotted the subclusters using T-distributed stochastic neighbor embedding (t-SNE), revealing two separate subclusters. 

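The ectoderm-like cells were re-clustered on 10 PCs of 2753 variable genes, from which 54 genes that the paper names for the LP, the SE or a difference between genotypes were left out. These genes thus did not divide the subclusters. The subclusters were then named from markers that include some of these genes, such as *Pax6*, *Six3*, *Maf* and *Sfrp2*. The direction of LP over SE of those markers was therefore set by the naming. The lowest resolution, in steps of 0.1, that separated the cells was 0.4, and it gave 2 subclusters. One of 62 cells had 8 of the LP markers fixed beforehand at least 2-fold above the other cells and no SE marker, and was called LP-like. The other, of 44 cells, had 5 SE markers and no LP marker above this limit and was called SE-like. LP-like cells held 581720 UMIs in the library labelled WT and 688336 in the library labelled KO, SE-like cells 558614 and 263504, so that values of SE-like cells in the library labelled KO are the least precise.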

Pax6, a lens marker gene, was upregulated in one subcluster, which we named lens placode (LP); the other subcluster, which we named surface ectoderm (SE), represented the remaining surface ectoderm cells surrounding the lens placode region (Fig. 4A,B). 

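*Pax6* lies on chromosome 2 of GRCm38 from 105668900 to 105697364 on the plus strand and was not among the genes that divided the subclusters. It was one of the LP markers that named them, so its direction was set by the naming. For the library labelled WT, 239 *Pax6* UMIs were counted in LP-like and 64 in SE-like cells, a natural-log fold change of LP over SE of 0.97 [0.80, 1.12]. The library labelled KO had 180 *Pax6* UMIs in LP-like and 14 in SE-like cells, a fold change of 0.85 [0.61, 1.06].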

We obtained a similar number of lens placode and surface ectoderm cells from wild-type (WT) and *Mab21l1*-knockout (KO, null) embryos (Fig. 4B, right panel), suggesting that *Mab21l1* deficiency does not severely affect lens placode cell number at the 26-somite stage (Fig. 4B).

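Of the ectoderm-like cells in the library labelled WT, 30 were LP-like and 28 SE-like, an LP-like share of 51.7% [38.2, 65.0]. The library labelled KO had 32 LP-like and 16 SE-like cells, an LP-like share of 66.7% [51.6, 79.6]. The 2 intervals overlap, and the difference in the share was not tested, since cells of 1 embryo are not replicates. The share moved most without a mitochondrial limit, to 39.1% in the library labelled WT and 54.9% in the library labelled KO. With 5 PCs there were 37 LP-like and 21 SE-like cells in the library labelled WT and 31 and 17 in the library labelled KO. The shares of the libraries were then nearly alike, so that the difference depends on the setting.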

**Fig. 4.**
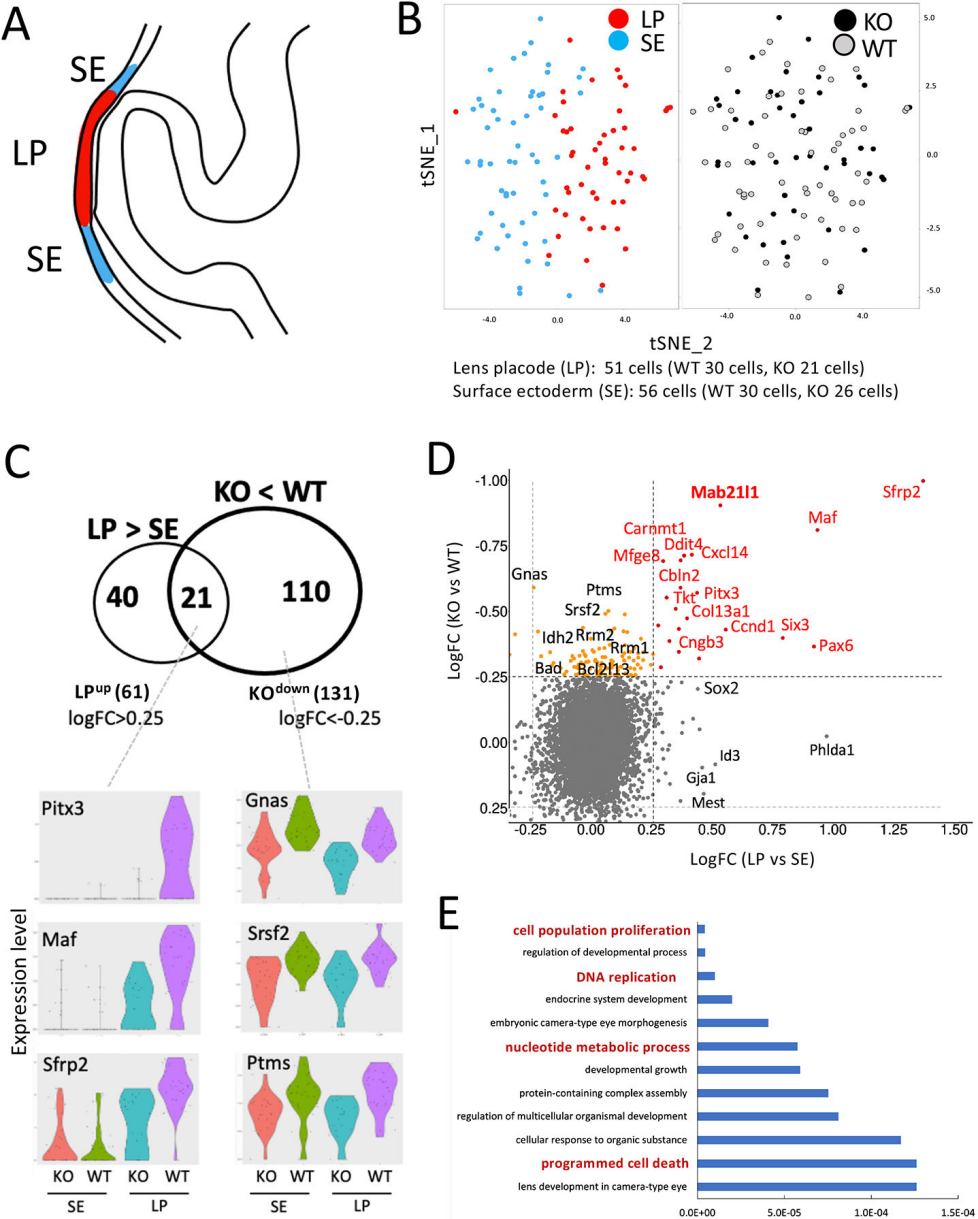
**Twenty-one lens placode genes were downregulated in *Mab21l1*-KO lens ectoderms.** (A) A schematic lens ectoderm image showing the distribution of two cell types: lens placode (LP, red) and surface ectoderm around lens placode (SE, blue). (B) t-SNE plots showing LP (red) and SE (blue) cells extracted from cluster 7 (see Fig. 3B). Data points represent cells, which are colored according to cluster type (LP versus SE, left) and genotype (KO versus WT, right). Cell numbers are indicated below the plots. (C) Venn diagram showing the 61 genes upregulated in lens placode cluster cells compared to surface ectoderm cluster cells (LP^up^), and the 131 genes downregulated in the KO cluster compared to the wild-type cluster; 21 LP^up^ genes were also downregulated in KO (KO-LP^down^). Violin plots showing the expression levels of *Pitx3*, *Cbln2*, *Cngb3*, *Gnas*, *Srsf2* and *Ptms* are shown as representative genes downregulated in KO compared to wild type. (D) Scatter plot showing the logFC value of each gene for KO versus WT in the *y*-axis, and for LP versus SE in the *x*-axis. Red dots represent the 21 KO-LP^down^ genes shared by the LP and KO groups, as shown in the Venn diagram in C. Orange dots represent the 110 genes downregulated in KO cells, which are not upregulated in the lens placode. The names of representative genes are indicated close to the dot. (E) The top 12 GO terms associated with the 131 genes downregulated in KO; lens/eye-related GO terms were omitted. GO terms mentioned in the Results and Discussion sections are highlighted in bold red font.

To identify genes involved in lens placode formation, we analyzed the 61 genes upregulated in lens placode relative to surface ectoderm (LP^up^; LogFC >0.25). 

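The ectoderm-like cells of the 2 libraries were pooled to compare LP-like with SE-like cells. *Six3*, *Phlda1*, *Pax6* and *Sox2* were LP markers that named the subclusters, so their direction was set by the naming, unlike that of *Mab21l1* and *Id3*. Natural-log fold changes of LP over SE were 0.97 [0.85, 1.09] for *Six3*, 0.92 [0.80, 1.04] for *Phlda1*, 0.88 [0.75, 1.00] for *Pax6*, 0.55 [0.43, 0.65] for *Sox2*, 0.45 [0.33, 0.57] for *Mab21l1* and 0.38 [0.30, 0.47] for *Id3*. *Id3* had the highest level of these genes in both subclusters, with 1020 CPM in LP-like and 752 in SE-like cells, and *Sox2* had 121 and 19.5. Exons of *Six3*, *Phlda1* and *Mab21l1* overlap exons on the other strand, which 3′ counting separates only where it uses strand.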

LP^up^ represents genes that are highly expressed in the lens placode, including known lens-related genes, such as *Pax6*, *Six3*, *Sox2* and *Mab21l1*, as well as novel genes, such as *Phlda1* and *Id3*, which have not previously been associated with lens development (Table S2). These lists present unbiased gene expression data for both the lens placode and surface ectoderm regions. 

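The paper's text and Table S4 together name 33 genes as lower in *Mab21l1*-null cells, *Sox2* among them as slightly lower, a list chosen on these libraries. All 33 had a negative natural-log fold change of the library labelled KO over the library labelled WT in LP-like cells, and 31 of the 33 did in SE-like cells. The exceptions in SE-like cells were *Carnmt1*, at 0.07 [-0.16, 0.31], and *Bad*, at 0.31 [0.07, 0.56]. Genes were not counted against a threshold of change, since cells of 1 embryo are not replicates.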

To identify genes associated with *Mab21l1*, we examined the 131 genes downregulated in *Mab21l1*-null cells relative to wild-type cells within the same cluster (KO^down^; LogFC <−0.25) (Table S3). To identify genes downregulated in *Mab21l1*-null cells in the lens placode subcluster, we compared KO^down^ and LP^up^ DEGs. 

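*Mab21l1* had 79 UMIs in the LP-like cells of the library labelled WT, or 136 CPM [108, 169], and 33 in those of the library labelled KO, or 47.9 CPM [33.0, 67.3], a natural-log fold change of -0.45 [-0.62, -0.27]. All of the 21 genes of Table S4 were lower in LP-like cells of the library labelled KO, with a median fold change of -0.45 [-0.51, -0.40], where the interval comes from 1000 Poisson draws. None of 10000 random lists of 21 genes matched on mean expression had a median as low, which describes these libraries only, since the study chose the list on them. The median moved most with a pseudocount of 0.1, to -1.01. *Cxcl14* fell from 52 UMIs to 0, and *Col13a1* fell from 41 UMIs to 2, a ratio of CPM of 0.0412 [0.00483, 0.159]. With genes under 3 counts set to 3, the median ratio of CPM over the list was 0.365. In SE-like cells, 20 of the 21 genes were lower and the median fold change was -0.13 [-0.18, -0.08]. Among the 6 classes outside the ectoderm the median of the list, over its 18 to 21 genes with UMIs, lay between -0.0067 and 0.021.

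**Figure D1:**
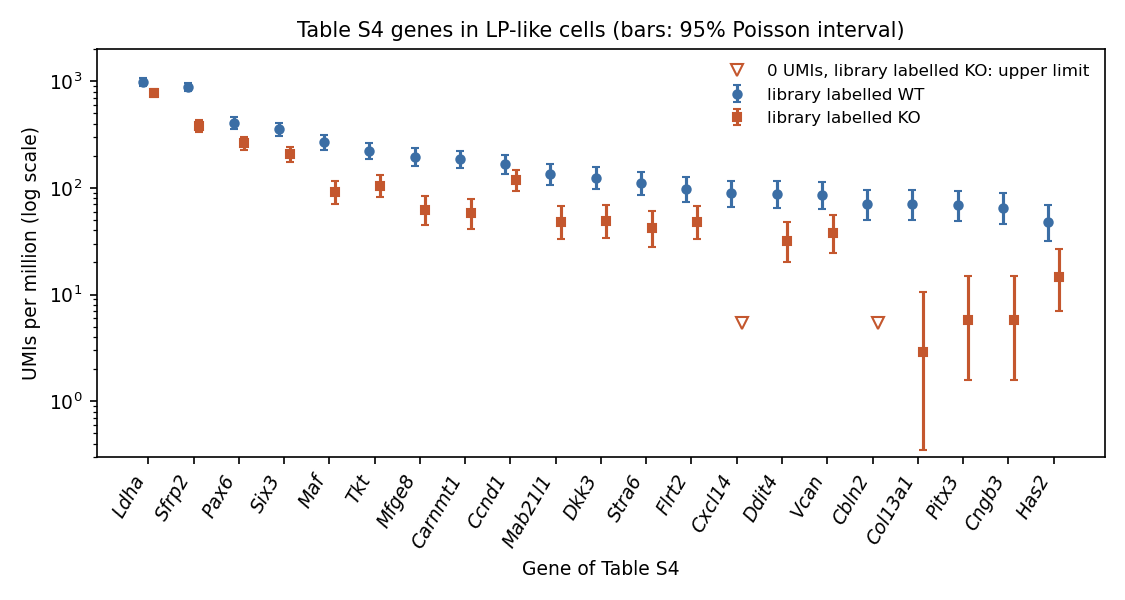
CPM in LP-like cells on a log axis for each of the 21 genes of Table S4, in the library labelled WT (circles) and the library labelled KO (squares). Bars are exact 95% Poisson intervals, and open triangles mark the upper limit of the 2 genes with 0 UMIs in the library labelled KO; every gene lies lower in the library labelled KO.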

Twenty-one genes, including *Mab21l1*, were shared by the LP^up^ and KO^down^ DEGs (KO-LP^down^; Fig. 4C,D; Table S4). Consistent with previous studies, several regulators of lens formation, including *Pitx3* (Ho et al., 2009), *Maf* (Kawauchi et al., 1999) and *Sfrp2* (Sugiyama et al., 2013), were present within this group, suggesting that these genes are likely to represent *Mab21l1* downstream targets involved in lens placode formation. 

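*Pitx3* lies on chromosome 19 of GRCm38 from 46135685 to 46148326 on the minus strand, *Maf* on chromosome 8 from 115682942 to 115707794 on the minus strand and *Sfrp2* on chromosome 3 from 83766321 to 83774316 on the plus strand; each overlaps an exon on the other strand. In the library labelled WT, the natural-log fold change of LP-like over SE-like cells was 0.44 [0.28, 0.60] for *Pitx3*, 1.11 [0.94, 1.26] for *Maf* and 1.36 [1.22, 1.5] for *Sfrp2*. *Sfrp2* was also among the 10 leading genes of the optic vesicle-like cluster. The optic vesicle marker *Rax* had 23 UMIs in LP-like and 1 in SE-like cells of that library. A part of the *Sfrp2* contrast from RNA of optic vesicle cells thus stays open. *Pitx3* and *Maf* had no UMI in the SE-like cells of the library labelled KO, where the interval of a count of 0 reaches 14.0 CPM. *Pitx3*, *Maf* and *Sfrp2* were LP markers that named the subclusters, so their direction of LP over SE was set by the naming.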

Of the LP^up^ genes, 34% were downregulated in *Mab21l1*-null cells (21/61 genes), suggesting that tissue-specific gene expression was disrupted in the developing lens placodes of *Mab21l1*-null embryos. 

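The contrast between the subclusters was also taken within each library. Over the 21 genes of Table S4, the median natural-log fold change of LP-like over SE-like cells was 0.46 [0.40, 0.52] in the library labelled WT, with all 21 genes higher in LP-like cells. It was 0.14 [0.06, 0.23], with 16 of the 19 genes that had UMIs higher in LP-like cells, in the library labelled KO. Of the list, *Sfrp2*, *Maf*, *Pitx3*, *Six3* and *Pax6* were LP markers that named the subclusters.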

*Pitx3*, *Maf* and *Sfrp2* were downregulated in *Mab21l1*-null lens placode cells compared to wild-type lens placode cells (Fig. 4C). Furthermore, *Gnas*, *Srsf2* and *Ptms* were downregulated in both lens placode and surface ectoderm cells in *Mab21l1*-null embryos relative to wild-type embryos (Fig. 4C).

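*Sfrp2* had 514 UMIs in LP-like cells of the library labelled WT, or 884 CPM [809, 963], and 263 in those of the library labelled KO, or 382 CPM [337, 431], a natural-log fold change of -0.91 [-1.03, -0.79]. *Maf* had 157 UMIs, or 270 CPM [229, 316], against 63, or 91.5 CPM [70.3, 117], a fold change of -0.76 [-0.92, -0.59]. *Pitx3* had 40 UMIs, or 68.8 CPM [49.1, 93.6], against 4, or 5.81 CPM [1.58, 14.9], a fold change of -0.50 [-0.65, -0.36]. For each of the 3 genes the intervals of the 2 libraries do not overlap.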

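In LP-like cells, *Gnas* (chromosome 2, 174284320 to 174346744) had 841 CPM [768, 919] in the library labelled WT and 433 [385, 485] in the library labelled KO, a natural-log fold change of -0.59 [-0.71, -0.47]. *Srsf2* (chromosome 11, 116849901 to 116853094) had 430 CPM [378, 486] against 238 [203, 278], a fold change of -0.49 [-0.63, -0.34]. *Ptms* (chromosome 6, 124913681 to 124920103) had 268 CPM [228, 314] against 144 [117, 175], a fold change of -0.45 [-0.61, -0.28]. In SE-like cells the fold changes were -0.32 [-0.47, -0.17] for *Gnas*, -0.44 [-0.64, -0.23] for *Srsf2* and -0.34 [-0.56, -0.11] for *Ptms*. Exons of *Gnas* and *Srsf2* overlap exons on the other strand.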

Enriched gene ontology (GO) terms in the 131 KO^down^ genes included ‘DNA replication’ (e.g. *Mcm5*, *Mcm7*, and *Pola2*; *P*=9.9E-06), ‘nucleotide metabolic processes’ (e.g. *Rrm1*, *Rrm2* and *Rnaseh2b*; *P*=5.8E-05) and ‘programmed cell death’ (e.g. *Ddit4*, *Bad* and *Pdcd4*; *P*=1.3E-04) (Fig. 4E). By contrast, we identified 148 DEGs that were upregulated in *Mab21l1*-null cells compared to wild-type cells (LogFC <−0.25), as well as 22 surface ectoderm-related genes, such as *Fermt1* and *Limch1* in KO-LP cells (24% surface ectoderm genes genes; 22/91 genes; Fig. S3A,B; Table S3). 

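Of the DNA replication genes, *Mcm7* had 66 UMIs in LP-like cells of the library labelled WT and 47 in those of the library labelled KO, a natural-log fold change of -0.23 [-0.41, -0.04]. *Pola2* had 23 and 10 UMIs (-0.21 [-0.35, -0.06]), and *Mcm5* 49 and 37 UMIs (-0.15 [-0.33, 0.02]). For *Rrm2*, *Rnaseh2b* and *Rrm1* the fold changes were -0.20 [-0.37, -0.03], -0.19 [-0.36, -0.01] and -0.14 [-0.31, 0.03], so that those of *Mcm5* and *Rrm1* lay within counting error. *Ddit4* fell from 51 to 22 UMIs (-0.43 [-0.61, -0.25]), *Pdcd4* from 95 to 65 UMIs (-0.37 [-0.55, -0.18]) and *Bad* from 43 to 29 UMIs (-0.27 [-0.44, -0.09]). Over the 43 S-phase genes of Seurat's cell cycle list, the median in LP-like cells was -0.0595 [-0.0955, -0.0235], at percentile 0.02 of 10000 random lists matched on mean expression, with 29 of the 43 genes lower. It moved most with a pseudocount of 0.1, to -0.0963. The median in SE-like cells was -0.0542 [-0.0945, -0.0138]. Exons of *Mcm7*, *Bad* and *Rnaseh2b* overlap exons on the other strand.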

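*Limch1* (chromosome 5, 66745827 to 67057158) had 22 UMIs in the LP-like cells of the library labelled WT, or 37.8 CPM [23.7, 57.3], and 60 in those of the library labelled KO, or 87.2 CPM [66.5, 112], a natural-log fold change of 0.35 [0.17, 0.51]. *Fermt1* (chromosome 2, 132904389 to 132945906) had 20 UMIs, or 34.4 CPM [21.0, 53.1], against 40, or 58.1 CPM [41.5, 79.1], a fold change of 0.26 [0.08, 0.43]. In SE-like cells their fold changes were within counting error, at 0.10 [-0.13, 0.34] for *Limch1* and 0.16 [-0.07, 0.38] for *Fermt1*.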

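Among genes that the paper names for cell division and mitosis, *Ube2c* had 123 UMIs in LP-like cells of the library labelled WT. It had 319 in those of the library labelled KO, a natural-log fold change of 0.74 [0.59, 0.89]. *Cenpf* had 139 and 366 UMIs, a fold change of 0.66 [0.51, 0.80]. The fold changes of *Cenpe*, *Spc25*, *Prc1*, *Tpx2*, *Reep4*, *Ccnf*, *Knstrn*, *Plk2* and *Rala* lay between 0.14 (*Rala*) and 0.51 (*Cenpe* and *Spc25*), and that of *Rala* was within counting error [-0.03, 0.31]. The paper names *Pole* for regulation of the mitotic cell cycle and not for DNA replication. It rested on 1 and 16 UMIs, a ratio of CPM of 13.5 [2.10, 567]. *Cldn7*, *Pak2* and *Epcam* had fold changes of 0.31 [0.12, 0.49], 0.24 [0.06, 0.41] and 0.17 [0.02, 0.32]. Over the 52 G2M-phase genes of Seurat's list, the median in LP-like cells was 0.17 [0.14, 0.21], above all of 10000 random lists matched on mean expression, with 50 of the 52 genes higher in the library labelled KO. The median moved most with a pseudocount of 0.1, to 0.35. In SE-like cells it was -0.0245 [-0.0627, 0.0137], within counting error. Of the 19 genes that the paper names as higher in *Mab21l1*-null cells, all 19 were higher in LP-like cells of the library labelled KO and 11 in SE-like cells, where 8 were lower. Exons of *Ube2c*, *Knstrn*, *Prc1* and *Pole* overlap exons on the other strand.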

Interestingly, GO analysis of 148 KO^up^ genes yielded terms similar to the KO^down^ terms, such as ‘cell division’ (e.g. *Cenpe*, *Reep4* and *Rala*; *P*=5.6E-06), ‘mitotic nuclear division’ (e.g. *Ube2c*, *Knstrn* and *Tpx2*; *P*=1.2E-05), ‘mitotic spindle organization’ (e.g. *Spc25*, *Prc1* and *Plk2*; *P*=3.6E-05) and ‘regulation of mitotic cell cycle’ (e.g. *Pole*, *Cenpf* and *Ccnf*; *P*=2.3E-04), as well as ‘regulation of apoptotic process’ (e.g. *Cldn7*, *Epcam* and *Pak2*; *P*=3.8E-05) (Fig. S3C). These results suggest that, at this early-onset stage, *Mab21l1* deficiency may affect cell division processes via the reduced expression of housekeeping genes related to DNA replication/nucleotide metabolism in lens placode cells, together with a partial lens placode to surface ectoderm conversion in *Mab21l1*-null lens ectoderm cells. 

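Cell cycle phases of the LP-like cells were scored with Seurat's lists after each cell was thinned to 11166 UMIs, which left out 5 shallower cells of the library labelled WT and 2 of the library labelled KO. Of the thinned cells, 9 of 25 (36.0% [18, 57.5]) were scored as G2M in the library labelled WT and 17 of 30 (56.7% [37.4, 74.5]) in the library labelled KO; on all UMIs the shares were 33.3% and 59.4%. As S phase were scored 10 of 25 cells (40.0% [21.1, 61.3]) and 7 of 30 cells (23.3% [9.93, 42.3]), and on all UMIs 26.7% and 18.8%. The intervals of the 2 libraries overlap for both phases, and the difference in the shares was not tested, since cells of 1 embryo are not replicates. In LP-like cells the genes that the paper names for DNA replication and nucleotide metabolism thus had negative fold changes of the library labelled KO over the library labelled WT. Those of *Mcm5* and *Rrm1* were within counting error. The genes it names for mitosis, *Pole* among them, and the SE genes *Fermt1* and *Limch1* had positive ones, with *Rala* within counting error. From its own gene lists and their GO terms, the paper proposes that *Mab21l1* deficiency may affect cell division. The proposed route is reduced expression of housekeeping genes of DNA replication and nucleotide metabolism, together with a partial conversion of LP to SE.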

All DEGs and their relative expression levels (LogFC [KO versus WT] versus LogFC [LP versus SE]) are listed in Fig. S4.

### *Cbln2* and *Cngb3* are downregulated in the lens placodes of *Mab21l1-*null embryos and can act as novel markers

Among the 21 KO-LP^down^ genes, *Cbln2* and *Cngb3* were identified as novel lens placode genes that were downregulated in *Mab21l1*-null lens placode cells (Fig. 5A). 

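*Cbln2* (chromosome 18 of GRCm38, 86711110 to 86718283) had 41 UMIs in LP-like cells of the library labelled WT, or 70.5 CPM [50.6, 95.6], and none in those of the library labelled KO, where the interval reaches 5.36 CPM, a natural-log fold change of -0.53 [-0.66, -0.39]. *Cngb3* (chromosome 4, 19280850 to 19510623) had 38 UMIs, or 65.3 CPM [46.2, 89.7], against 4, a fold change of -0.46 [-0.61, -0.31]. In the library labelled WT, 15 of 30 LP-like cells (50.0%) had a *Cbln2* UMI and 18 of 30 (60.0%) a *Cngb3* UMI, at a median depth of 17574 UMIs per cell, and 13 of 25 thinned cells (52.0%) had each. In the library labelled KO, 0 of 32 LP-like cells had a *Cbln2* UMI and 4 of 32 (12.5%) a *Cngb3* UMI, at a median depth of 18059, and 0 and 2 of 30 thinned cells. In the erythrocyte-like cells, which should lack both transcripts and had median depths of 34642.5 and 33621.5 UMIs, 1 of 38 cells (2.63%) of the library labelled WT had a *Cbln2* UMI and no cell of either library a *Cngb3* UMI.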

Consistent with the scRNA-seq data (Fig. 5B), *in situ* hybridization (ISH) analysis revealed that *Cbln2* expression was initiated in the developing lens placode area at the 20-somite stage, and *Cbln2* expression levels increased at the 26-somite stage, specifically in the lens placode region (Fig. 5C). Then we examined the expression levels of *Cbln2* and *Cngb3* in whole-eye samples using qPCR. *Cbln2* and *Cngb3* expression levels were significantly lower in *Mab21l1*-null compared to wild-type whole-eye samples at both the 21-24-somite and 30-35-somite stages (Fig. 5D). By contrast, several of the 21 KO-LP^down^ genes, such as *Gnas*, *Srsf2* and *Ptms*, were ubiquitously expressed (Fig. S5). These results suggest that *Mab21l1* deficiency not only caused the downregulation of lens placode-specific genes but also altered the expression levels of ubiquitously expressed genes.

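Over all cells, *Gnas* had a UMI in 99.8% of the cells of the library labelled WT and 99.4% of those of the library labelled KO, *Srsf2* in 99.8% and 97.3%, and *Ptms* in 93.6% and 82.8%; in cells thinned to the same depth the shares were 99.8% and 97.7%, 99.3% and 94.2%, and 85.5% and 71.1%. The thinning left out 220 cells of the library labelled WT and 253 of the library labelled KO. *Ptms* was low in erythrocyte-like cells, where 26.3% and 21.2% of the cells had a UMI. Outside the ectoderm, the 3 genes were lower in the library labelled KO in each of the 6 classes. Their median natural-log fold change over these classes was -0.27 for *Gnas* (from -0.38 to -0.12), -0.47 for *Srsf2* (from -0.62 to -0.37) and -0.28 for *Ptms* (from -0.47 to -0.057). The value of *Ptms* nearest 0 was that of the erythrocyte-like cells, where 14.6 CPM [8.92, 22.5] and 9.45 CPM [5.60, 14.9] overlap.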

**Fig. 5.**
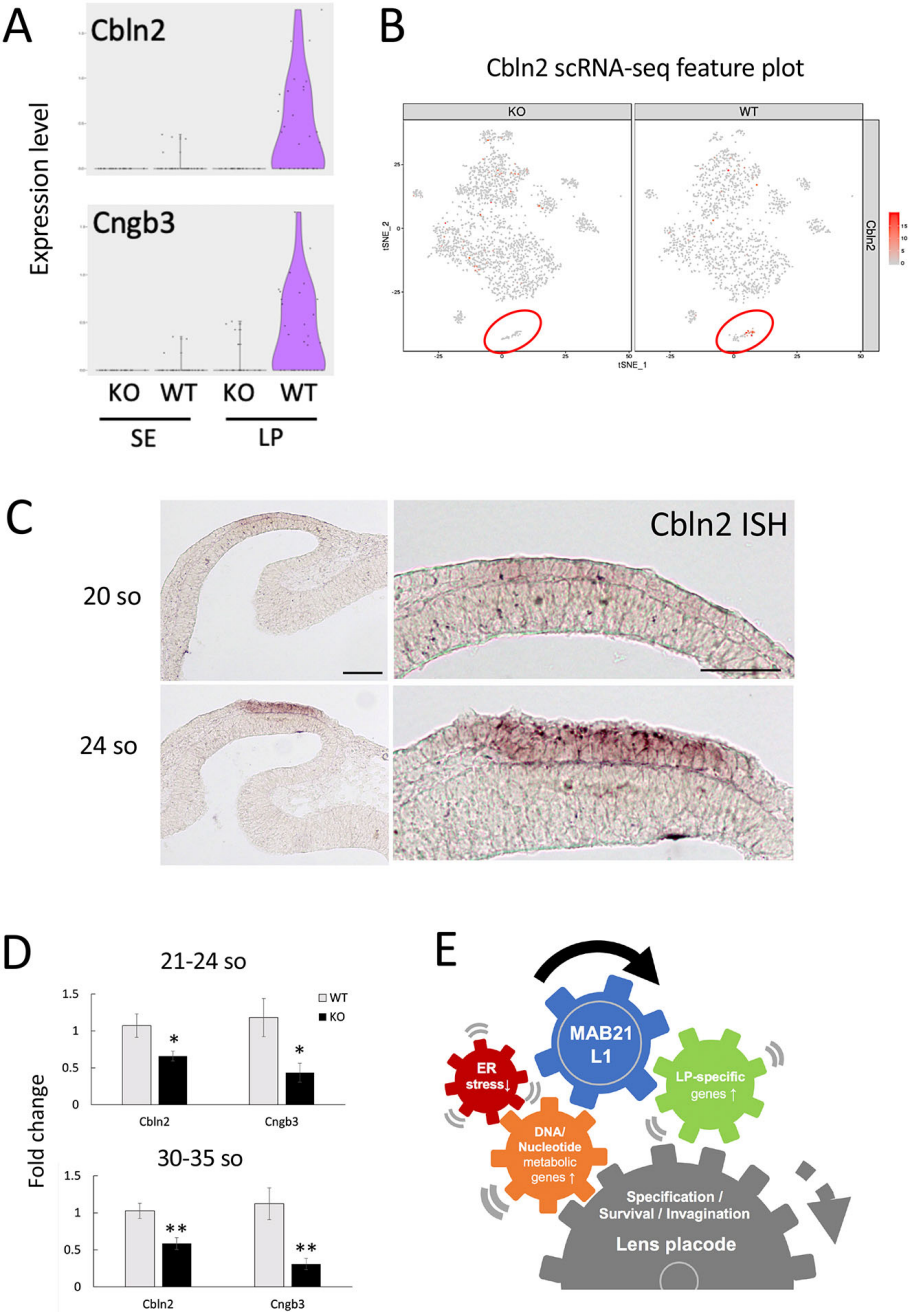
**Characterization of two genes, *Cbln2* and *Cngb3*, that are downregulated in *Mab21l1*-KO lens placodes.** (A) Violin plots showing the expression of *Cbln2* and *Cngb3*; expression is reduced in KO lens placodes. (B) t-SNE feature plots showing *Cbln2* expression in KO and wild-type (WT) cells. Red circles indicate cluster 7 cells (surface ectoderm/lens placode). (C) ISH analysis of *Cbln2* at the 20-somite (so; top) and 24-somite (bottom) stages. Scale bars: 100 µm (left panels); 50 µm (right panels). (D) Bar plots showing fold changes in *Cbln2* and *Cngb3* expression measured using qPCR (mean±s.e.m.). Top: pooled 21- to 24-somite stage samples. *n*=8. Bottom: pooled 30- to 35-somite stage samples. *n*=6. *P<0.05, **P<0.01 (unpaired two-tailed Student's *t*-tests). (E) Schematic representation of the molecular and cellular events immediately downstream of MAB21L1 during lens placode formation. MAB21L1 is a nuclear regulatory factor that upregulates several lens placode (LP)-specific genes, such as *Pitx3*, *Maf* and *Sfrp2*, leading to lens placode specification within the surface ectoderm covering the eye field. At the same time, MAB21L1 directly or indirectly regulates the expression of several housekeeping genes associated with DNA replication and nucleotide metabolic processes. In the lens ectoderm, MAB21L1 deficiency may cause nuclear DNA metabolic defects, as well as cytoplasmic ER stress, resulting in apoptotic cell death prior to lens invagination.

## DISCUSSION

*Mab21l1*-null mutations cause cell-autonomous defects in the growth and survival of lens placodes, which undergo apoptotic cell death and exhibit reduced BrdU uptake, and no lens placode invagination at the 30-somite developmental stage (Yamada et al., 2003). Owing to rapid cell loss within the small lens ectodermal area (∼200 cells in total), the molecular and cellular events driving the cell-autonomous defects in *Mab21l1*-null lens placodes prior to apoptotic cell death have, until now, been unclear. In this study, electron microscopy and immunohistochemical analyses of *Mab21l1*-null lens placodes revealed that the lens ectoderm defects in *Mab21l1*-null embryos commence at the 24- to 26-somite stage (E9.5), during which GRP78^+^ enlarged ER (i.e. ER stress; Yu et al., 1999; Xu et al., 2005) were present in lens placode cells prior to apoptosis. scRNA-seq of isolated *Mab21l1*-null lens ectoderm cells collected at the 26-somite stage revealed 131 downregulated and 148 upregulated DEGs in the lens ectoderm cells of *Mab21l1*-null embryos. GO terms, such as ‘programmed cell death’ (e.g. *Ddit4*, *Bad* and *Pdcd4*; *P*=1.3E-04) and ‘regulation of apoptotic process’ (e.g. *Cldn7*, *Epcam* and *Pak2*; *P*=3.8E-05), were associated with downregulated and upregulated DEGS, respectively. Furthermore, dead cells, cell debris and phagosomes were present within the lens epithelia and adjacent mesenchymal extracellular spaces (Fig. 2C). Together, the microscopy and scRNA-seq data revealed the initial transcriptional and physiological changes immediately downstream of MAB21L1 in lens ectoderm progenitors.

With the exception of ‘programmed cell death’ the GO terms associated with upregulated and downregulated genes in *Mab21l1*-null lens placode cells were similar; for example, ‘DNA replication’ (e.g. *Mcm5*, *Mcm7* and *Pola2*) and ‘nucleotide metabolic processes’ (e.g. *Rrm1*, *Rrm2* and *Rnaseh2b*) were associated with downregulated genes, whereas ‘cell division’, ‘mitotic nuclear division’, ‘mitotic spindle organization’ and ‘regulation of mitotic cell cycle’ were enriched in upregulated genes. This suggests that the expression of housekeeping genes associated with genome DNA metabolism in *Mab21l1*-null ectodermal cells is dysregulated. MAB21L1 has an N-terminal lobe with a subdomain that is structurally similar to the nucleotidyl transferase domain of cGMP-AMP synthase (de Oliveira Mann et al., 2016), which is involved in the recognition of cytosolic nucleic acids and the production of 2′,3′-cGMP-AMP (Ablasser et al., 2013; Gao et al., 2013). Notably, MAB21L1 can bind (albeit with weak affinity) to cytosine triphosphate nucleotides at a ligand–binding pocket at Arg62, which is outside the nucleotidyl transferase domain (de Oliveira Mann et al., 2016); this amino acid site is crucial for the biological function of MAB21L1 in zebrafish, as revealed by an *in vivo* complementation assay in the *mab21L2* loss-of-function zebrafish line (Seese et al., 2021). These data suggest that, in *Mab21l1*-null cells, the downregulation of DNA/nucleotide metabolic genes may be associated with the cytosine triphosphate binding function of MAB21L1.

The *Mab12l1* gene was initially identified as a target of homeobox C4 (HOXC4) (Tomotsune et al., 1993); a DNA fragment located ∼2 kb upstream of the putative *Mab21l1* transcription start site was found to bind to the HOXC4 protein in native chromatin (Yamada et al., 2003). MAB21L1 is mainly localized in the nuclei of lens ectoderm cells, suggesting the possible involvement of MAB21L1 in the expression of lens-specific genes in head surface ectoderm progenitors. The present scRNA-seq analysis revealed 21 downregulated lens placode genes and 22 upregulated surface ectoderm genes in lens placode cells of *Mab21l1*-null embryos, which indicates the defective specification of the lens ectoderm. 

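In the LP-like cells, *Six3* (chromosome 17 of GRCm38, 85613608 to 85629302) had 207 UMIs in the library labelled WT, or 356 CPM [309, 408], and 142 in the library labelled KO, or 206 CPM [174, 243], a natural-log fold change of -0.45 [-0.61, -0.30]. *Pax6* had 411 CPM [360, 466] against 262 CPM [225, 303], a fold change of -0.34 [-0.49, -0.19]. Outside the ectoderm *Pax6* was also lower in the library labelled KO in 6 of 6 classes. Its fold changes there ran from -0.246 in neural ectoderm-like to -0.0032 in mesenchyme-like cells, while *Six3* was lower in 2 of the 6 classes. For both genes the intervals of the levels in LP-like cells of the 2 libraries do not overlap.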

Interestingly, *Six3* and *Pax6* were downregulated in *Mab21l1-null* lens placode cells compared to wild-type lens placode cells (Fig. 4D). These two key transcription factors, together with *Sox2*, regulate each other during lens placode formation (Cvekl and Ashery-Padan, 2014; Liu et al., 2006). 

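*Sox2* (chromosome 3 of GRCm38, 34650405 to 34652461, 1 exon) had 76 UMIs in LP-like cells of the library labelled WT, or 131 CPM [103, 164], and 78 in those of the library labelled KO, or 113 CPM [89.6, 141]. Its natural-log fold change was -0.11 [-0.27, 0.05], a difference that was not detectable at this depth; in thinned cells it was -0.32 [-0.57, -0.06].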

As *Sox2* expression slightly appears decreased in KO-LP cells (Fig. 4D; also see Table S3), it is possible that MAB21L1 can directly regulate one and/or all of the expression of these genes specifically. However, we could not exclude the possibility that the nucleotide metabolic defects in *Mab21l1-null* lens placode may result in reduced levels of *Six3*, *Pax6* and *Sox2* transcripts.

Notably, three of the 21 genes, *Pitx3*, *Maf* and *Sfrp2*, were critical for lens development. *Pitx3* and *Maf* are required for lens formation (Kawauchi et al., 1999; Ho et al., 2009), and *Sfrp2*, which encodes a putative Wnt-Fz antagonist, is involved in lens epithelial cell development (Sugiyama et al., 2013). Therefore, the reduced expression of these three genes may have contributed to the defective lens placode formation phenotypes in *Mab21l1*-null embryos. Moreover, we found two novel marker genes, *Cbln2* and *Cngb3*, which are differentially regulated in MAB21L1-deficient lens placode cells. *Cbln2* is a synaptic organizer that contributes to brain function (Seigneur and Südhof, 2018). *Cngb3* is a cone photoreceptor with a cGMP-gated channel, which is associated with achromatopsia (Kohl et al., 2000). These findings suggest that *Cbln2* and *Cngb3* may be modulated by MAB21L1 during lens ectoderm specification; however, embryos with either *Cbln2-* or *Cngb3-*null mutations have not been shown to have defective phenotypes in their early lens morphogenesis (Seigneur and Südhof, 2018; Kohl et al., 2000).

In this study, we combined electron microscopy and scRNA-seq analyses, which enabled us to detect very early-onset single cell-level phenotypes at both the molecular and cellular level. We found that defects in nucleotide metabolism and ER stress may result in the loss of most lens placode cells prior to placode invagination. The dysregulated expression of genes such as *Gnas*, *Srsf2* and *Ptms* was not only detected in the lens placode but also in the surrounding surface ectoderm cells (Fig. 4C). We also found that several genes, such as *Cldn3* and *Hbb-y*, were upregulated in both the lens placode and surface ectoderm subpopulations (Fig. S3B), which suggests that similar defects were present throughout the head surface ectoderm area. 

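*Cldn3* (chromosome 5 of GRCm38, 134986214 to 134987472) had 5 UMIs in LP-like cells of the library labelled WT and 32 in those of the library labelled KO, a natural-log fold change of 0.35 [0.20, 0.48], and 14 and 19 UMIs in SE-like cells, a fold change of 0.36 [0.14, 0.59]. Outside the ectoderm its fold changes lay between -0.021 and 0.0031. *Hbb-y* (chromosome 7, 103851749 to 103853216) had 51 and 155 UMIs in LP-like cells, a fold change of 0.56 [0.39, 0.73], and 57 and 59 UMIs in SE-like cells, a fold change of 0.51 [0.28, 0.74]. It was also higher in the library labelled KO in all 6 classes outside the ectoderm, by 0.16 to 0.63 with a median of 0.48. *Hbb-y* shares reads with near-identical globin genes where the counting could not tell them apart, and an exon of *Cldn3* overlaps an exon on the other strand.

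**Figure D2:**
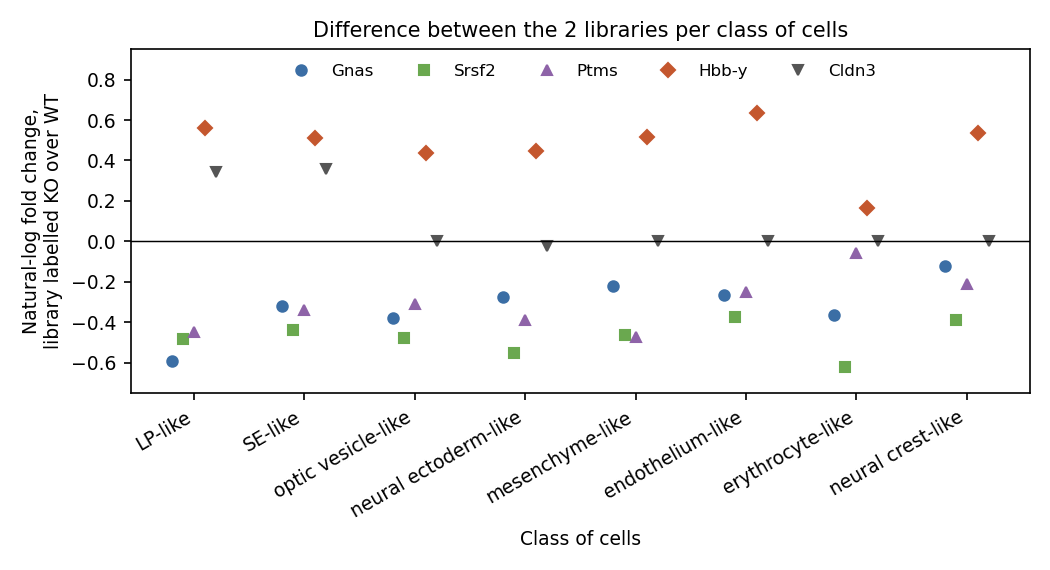
Natural-log fold change of the library labelled KO over the library labelled WT (vertical axis) for *Gnas*, *Srsf2*, *Ptms*, *Hbb-y* and *Cldn3* in LP-like and SE-like cells and in the 6 classes outside the ectoderm (horizontal axis), with 1 point per gene and class. *Gnas*, *Srsf2* and *Ptms* lie below 0 and *Hbb-y* above 0 in every class, and *Cldn3* lies near 0 outside LP-like and SE-like cells.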

The remaining surface ectoderm cells subsequently develop into the cornea and iris, other anterior elements of the eye. In human COFG syndrome, *MAB21L1* mutations cause a broad spectrum of ocular defects, such as lens-related microphthalmia/cataracts, corneal opacity/dystrophy and aniridia (Seese et al., 2021). In wild-type embryos, MAB21L1 is still expressed in the remaining surface ectoderm at later stages (see Fig. 1A,B), albeit at higher expression levels in lens placode compared to surface ectroderm subpopulations (Table S2), suggesting the continued function of MAB21l1 during the later stages of cornea and iris development. 

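In the library labelled WT, *Mab21l1* had 20 UMIs in SE-like cells, or 35.8 CPM [21.9, 55.3], below its level in LP-like cells, a natural-log fold change of LP over SE of 0.60 [0.43, 0.76]. In SE-like cells of the library labelled KO it had 3 UMIs, or 11.4 CPM [2.35, 33.3], and a fold change of LP over SE of 0.33 [0.17, 0.47]. The level in SE-like cells of the library labelled WT depends on where the subclusters are divided: without cell cycle regression it was 7.59 CPM. A *Mab21l1* UMI was found in 28 of 30 LP-like cells (93.3% [77.9, 99.2]) of the library labelled WT and 7 of 28 SE-like cells (25.0% [10.7, 44.9]), at median depths of 17574 and 18541 UMIs per cell; after thinning the shares were 72.0% and 15.4%, with 5 and 2 cells left out. No erythrocyte-like cell of that library had a *Mab21l1* UMI, a share whose interval reaches 9.3%. In optic vesicle-like cells the level was 44.3 CPM [39.8, 49.3] in the library labelled WT and 81.3 CPM [76.4, 86.4] in the library labelled KO, the opposite order from LP-like cells. The optic vesicle-like class is 1 cluster, and the unnamed clusters nearest to the optic vesicle are not part of it.

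**Figure D3:**
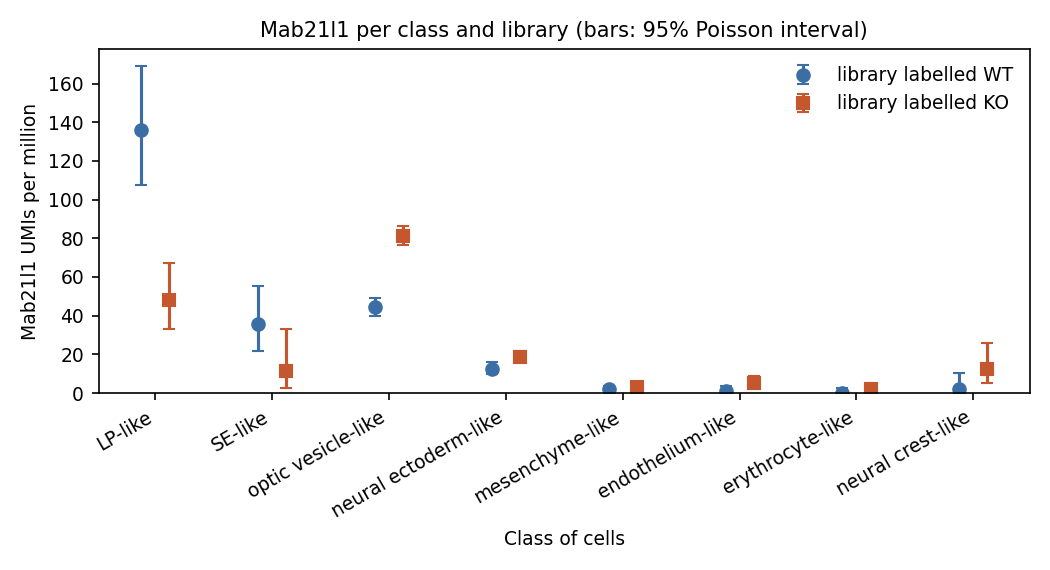
*Mab21l1* CPM (vertical axis) in each class of cells (horizontal axis) in the library labelled WT (circles) and the library labelled KO (squares), with exact 95% Poisson intervals as bars. The library labelled WT lies higher in LP-like cells and the library labelled KO higher in optic vesicle-like cells.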

Our data indicate that the initial specification of surface ectoderm and lens placode cells is affected by MAB21l deficiency. Early-onset defects in surface ectoderm populations may contribute to the multiple ocular pathogeneses in human COFG syndrome (de Oliveira Mann et al., 2016; Rad et al., 2019; Seese et al., 2021).

Our proposed model for the function of MAB21L1 in the lens ectoderm is shown in Fig. 5E. Briefly, MAB21L1 likely acts as a nuclear factor that upregulates several lens placode-specific genes, including *Pitx3*, *Maf* and *Sfrp2*, leading to lens placode specification within the surface ectoderm layer covering the eye field. At the same time, MAB21L1 may modulate the expression of several housekeeping genes associated with DNA replication and nucleotide metabolic processes. Therefore, MAB21L1 deficiency may cause DNA metabolic defects, together with cytoplasmic ER stress, resulting in rapid cell death within the lens placode. Further studies examining the link between the nuclear localization of MAB21L1 and DNA replication/nucleotide metabolism are needed to elucidate the roles of MAB21L1 in the development of the lens placode and other organs, and to provide insight into the initial stages of COFG syndrome.

## MATERIALS AND METHODS

### Mice

*Mab21l1*- and *Mab21l2*-null mice (C57BL/6 strain) were generated as described previously (Yamada et al., 2003, 2004). *Mab21l/Mab21l2* double-null homozygous mice were obtained by crossing *Mab21l1/Mab21l2* double heterozygous males and females. All mouse care and experimental procedures were carried out in accordance with the Guidelines for Animal Experiments of the University of Tokyo and were approved by the Life Science Research Ethics and Safety group of the University of Tokyo, Japan (approval numbers P16–295, P18–046 and P18–145).

### Antibodies

Anti-MAB21L1 polyclonal antibodies were raised in a rabbit using His-MAB21L1 full-length recombinant protein as the antigen. Serum was collected and the antibodies affinity purified using GST-MAB21L1 full-length recombinant protein as bait. His-MAB21L1 was expressed in *Escherichia coli* BL21 cells and purified by extraction from a polyacrylamide gel. GST-MAB21L1 was expressed in *Spodoptera frugiperda* Sf9 cells using a Bac-to-Bac Baculovirus Expression System (Invitrogen, Waltham, MA, USA) and purified using glutathione sepharose 4B.

### Histology

Embryos at E9.0-E10.5 were dissected in PBS and fixed in 4% paraformaldehyde in PBS overnight at 4°C. For the frozen sections, embryos were fixed in 4% paraformaldehyde and PBS overnight at 4°C, then rinsed in PBS for 10 min. Next, the fixed embryos were cryoprotected in a sequential series of 10%, 20% and 30% sucrose dissolved in PBS. Then the embryos were placed in Tissue-Tek optimal cutting temperature compound (Sakura Finetek, Torrance, CA, USA) and rapidly frozen in liquid nitrogen. Sections (14 µm) were cut and mounted on MAS-coated glass slides (Matsunami Glass, Tokyo, Japan).

### Immunohistochemistry

Frozen sections were microwave-irradiated for 10 min in 10 mM citrate buffer (pH 6.0), incubated in 3% hydrogen peroxide for 10 min, and then incubated with primary antibodies overnight at 4°C. Anti-MAB21L1 rabbit polyclonal antibodies (generated in this study) were diluted to 1:100. Anti–E-cadherin mouse monoclonal antibodies (BD Transduction Laboratories, Franklin Lakes, NJ, USA, 610181) were diluted to 1:100. Anti-GRP78 rabbit polyclonal antibodies (Affinity BioReagents, Golden, CO, USA, PA1–014A) were diluted to 1:100. Antigen-antibody complexes were detected using a VECTASTAIN Elite ABC HRP kit (Vector Laboratories, Burlingame, CA, USA) and visualized with diaminobenzidine hydrochloride, goat anti-rabbit IgG (H+L) highly cross-adsorbed secondary antibody, Alexa Fluor Plus 594 (Invitrogen, A32740) 1:400, or donkey anti-Mouse IgG (H+L) highly cross-adsorbed secondary antibody, Alexa Fluor Plus 594 (Invitrogen, A32744). WGA-FITC (Vector Laboratories, FL-1021) was applied at a concentration of 5 µg/ml for 30 min at room temperature after secondary antibody incubation. Immunofluorescence images were obtained using a confocal microscope (Leica TCS SP8). As for GRP78 signal intensity, the number of GRP78^+^ foci/number of nuclei was counted in the lens placodes of wild-type and *Mab21l1*-null embryos at 24- to 26-somite stages, and then they were statistically analyzed by using unpaired Student's *t*-tests.

### Transmission and scanning electron microscopy

For transmission and scanning electron microscopy, the embryos at E9.25-E9.75 were fixed in 2.5% glutaraldehyde dissolved in 0.1 M phosphate buffer (pH 7.4) for at least 24 h at 4°C, and then postfixed using 1% osmium tetroxide (OsO_4_) dissolved in 0.1 M phosphate buffer (pH 7.3) for 1 h. For transmission electron microscopy, the embryos were postfixed with 0.5% OsO_4_ suspended in 0.1 M phosphate buffer (pH 7.3) for 30 min and dehydrated in a graded series of ethanol concentrations. After passage through propylene oxide, the tissues were embedded in Epon 812. Ultrathin sections were cut, stained with uranyl acetate and lead citrate, and then observed with a transmission electron microscope (JEOL, Tokyo, Japan, JEM-1010C). For scanning electron microscopy, the specimens were dehydrated in a graded series of ethanols (50%, 70%, 90%, 99.5%, and 100%), critical-point dried with carbon dioxide using a freeze-drying device (JEOL JFD-300), mounted and then coated with gold using a sputter coater. Finally, the specimens were observed under a scanning electron microscope (JEOL JSM-5600 LV SEM).

### *In situ* hybridization and qPCR

ISH was performed as described previously (Yamada et al., 2003). Briefly, frozen sections were hybridized *in situ* at 65°C in 50% formamide, 20 mM Tris-hydrochloric acid (pH 8.0), 300 mM sodium chloride, 0.2% Sarkosyl, 1× Denhart's solution, 10% dextran sulfate and 0.5 mg/ml yeast tRNA. *Cbln2* probes were prepared from commercially available full-length cDNA clones (Dharmacon, Lafayette, CO, USA). The probes were labeled with digoxigenin using standard procedures. For the expression levels of *Cbln2* and *Cngb3*, whole-eye cDNA samples were prepared from wild-type and *Mab21l1*-null embryos at both 21-24-somite and 30-35-somite stages, and were then analyzed by qPCR, as described previously (Nguyen et al., 2017). Briefly, total RNA was extracted using TRIzol reagent (Invitrogen), according to the manufacturer's instructions. cDNA was synthesized from 500 ng of total RNA using 5XPrimeScript RT Master Mix (TaKaRa Bio, Japan) according to the manufacturer's instructions. The expression levels of genes were quantitatively measured by real-time PCR using the following cycling parameters: denaturation for 30 s, followed by 40 cycles of denaturation at 95°C for 10 s, and annealing-extension at 60°C for 30 s. Reactions were performed in 10 μl volumes with 5 μl of SYBR Premix Ex Taq II (TaKaRa Bio), 4 μl of diluted cDNA, as described above, and 1 μl of 2 μM primers (final concentration 200 nM). Primer sets used in this study showed a single peak by post-amplification melting curve analysis. Transcription levels were normalized to ribosomal protein large P0 (*Rplp0*) expression. Primers for *Cbln2* and *Cngb3* were designed in this study using the Primer-BLAST tool available on the National Center for Biotechnology Information website, and were as follows: Cbln2_F, 5′-TGAGCAACCGTACCATGACC-3′; Cbln2_R, 5′-GGAGGCAAGGTCAAAGTGGT-3′; Cngb3_F, 5′-GAGTTCGGACTTGGCTGGAA-3′; and Cngb3_R, 5′-CATTGCTGTCGGGAGGTTCT-3′.

### Generation of the scRNA-seq library

The scRNA-seq library was generated using a 10x chromium system. A single embryo was dissected under a stereomicroscope, and a pair of optic areas were manually dissected using a fine needle (Austerlitz insect pins, 0.1 mm diameter). The dissected tissues were incubated in 0.05% trypsin-EDTA at 37°C for 3 min. Then, 10% fetal calf serum/minimal essential medium was added to stop the proteinase reaction. Next, the cells were dissociated by gentle pipetting, and suspended in 0.04% bovine serum albumin/PBS solution. The number of cells was determined using a Countess II FL automated cell counter (Invitrogen, Carlsbad, CA, USA), and 2000 cells/sample were prepared to generate the scRNA-seq library using a Chromium Single Cell 3′ Reagent Kit v3 (10x Genomics, Pleasanton, CA, USA). The Cell Ranger Single-Cell Software Suite was used to perform sample demultiplexing, barcode processing and single-cell 3′ gene counting. The cDNA insert was aligned to the mm10/GRCm38 reference genome.

The resulting data were derived from 4084 cells. Data from wild-type and *Mab12l1*-null samples were normalized and then integrated into a single dataset (gene-barcode matrix) using the Cell Ranger aggr program. Then the data were preprocessed using the R package Seurat (Stuart et al., 2019). Genes detected in fewer than three cells were eliminated from the analysis. 

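The mitochondrial limit was read as a fraction of 0.05, or 5%, and with it 1680 cells of the library labelled WT and 2404 of the library labelled KO were kept, the numbers the paper gives. Read as 0.05%, the limit left 22 cells in the library labelled WT and 17 in the library labelled KO. In those few cells *Mab21l1* was at 27.2 and 48.0 CPM.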

We removed cells that expressed <1500 genes or >8000 genes, and cells with >0.05% of their transcripts containing mitochondrial genes. Gene expression levels were normalized using the following formula:

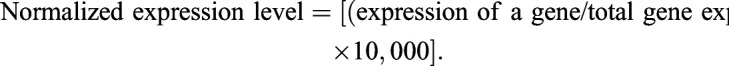

The values used to generate the feature and violin plots were calculated as log (normalized expression level+1). To mitigate the effects of cell cycle variation, the expression levels of cell cycle-related genes were regressed out from the analysis.

The average expression level and dispersion values were used to identify highly variable genes. Principal component analyses (PCAs) were performed on the detected genes for dimensional reduction. Forty PCAs were initially performed, and ten PCAs were used for the further analysis of cluster 7 cells. We used the shared nearest neighbor method to classify the cells into different clusters. To visualize the data in a two-dimensional space, we further reduced the dimension of the dataset using t-SNE. Clusters with <30 cells were eliminated from the analysis.

Marker genes in specific clusters were identified as those with log fold changes ≧0.25 and adjusted *P*-values <0.001 using the following formula (DEGs in Table S1): 

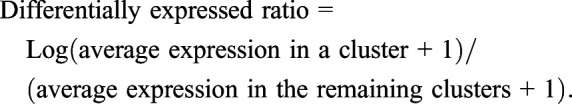
DEGs between *Mab21l1-*KO and wild type were identified using the following formula (DEGs in Table S2): 

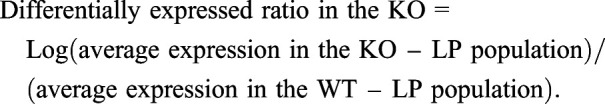

A likelihood-ratio test was performed to examine the significant differences in DEGs using Model-based Analysis of Single-cell Transcriptomics (MAST) (Finak et al., 2015). Adjusted *P*-values were calculated using the Bonferroni method. The software tools used in this study were Cell Ranger ver. 2.2, R ver. 3.5.0, Seurat ver. 2.3.4, Dplyr ver. 0.7.6 and MAST ver. 1.8.2.

## Supplementary Material

Supplementary information

# Supplementary material for: MAB21L1 modulates gene expression and DNA metabolic processes in the lens placode
**Source:** Dis Model Mech. 2021 Dec 23;14(12):dmm049251. doi: 10.1242/dmm.049251
**Supplement:** Supplementary information

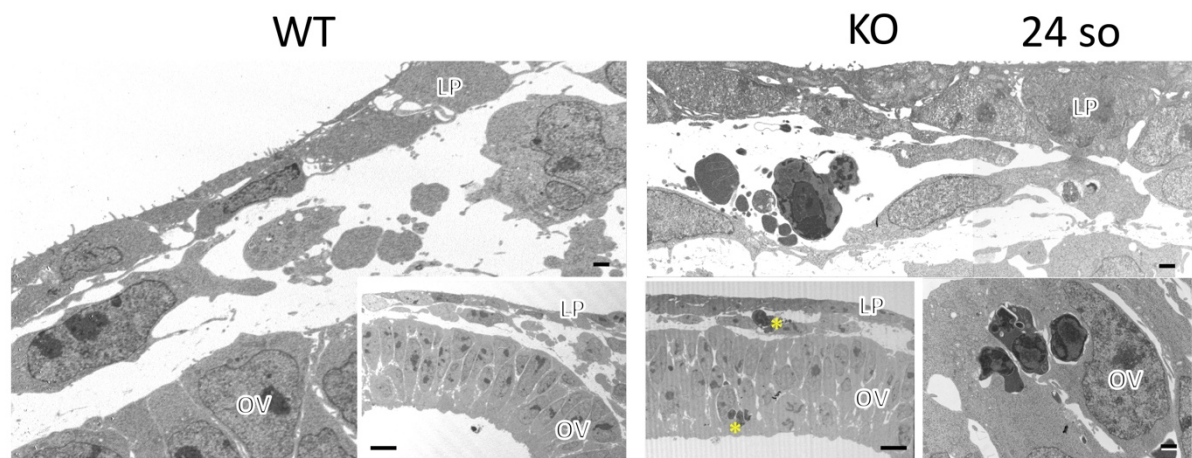

**Fig. S1. Transmission electron microscopy (EM) reveals the ultrastructural phenotypes of *Mab21L1*-knockout (KO) lens placodes.**

Transmission EM images of WT and KO lens ectodermal areas at the 24-somite stage (WT,  $n = 4$ ; KO,  $n = 5$ ). No ultrastructural defects were detected in the KO lens ectoderm, except for some apoptotic cell death in the lens field. Asterisk, cell debris; LP, lens placode; OV, optic vesicle. Scale bars:  $1\mu\text{m}$  for main plates,  $10\mu\text{m}$  for lower-magnified images.

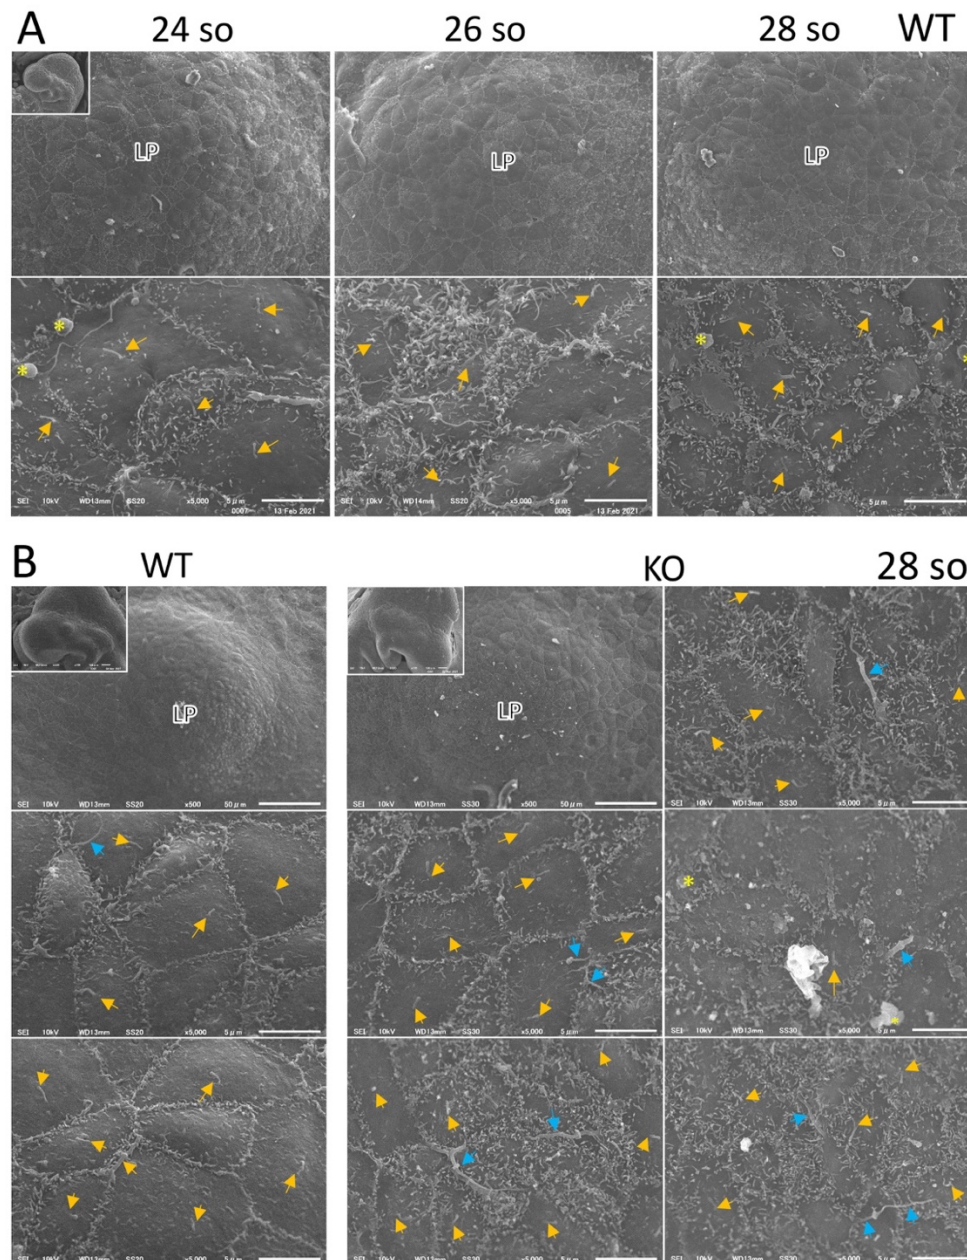

**Fig. S2. Scanning electron microscopy (EM) reveals the ultrastructural phenotypes of *Mab21L1*-knockout (KO) lens placodes.**

(A) Scanning EM images of WT lens ectodermal areas at the 24-, 26-, and 28-somite stages. the WT lens ectoderm tissues showed typical apical surface structures including one primary cilium (yellow arrows) and border microvilli (Figure 2C, upper panels). Also note some LP cells with numerous small protrusions/microvilli on their apical surface especially at 24- and 26-somite stages (i.e., prior to placode formation). (B) Scanning EM images of WT and KO lens ectodermal areas at the 28-somite stage (WT, n = 3; KO, n = 4). The WT and KO lens ectoderm tissues showed typical apical surface structures including one primary cilium (yellow arrows) and border microvilli. Besides the long cell protrusions (blue arrows), numerous small protrusions/microvilli are found in some KO cells even at 28-somite stage, showing similar to those of WT cells at 24-26-somite stages in A. Asterisk, cell debris; LP, lens placode. Scale bars: 5 μm or 50 μm as indicated.

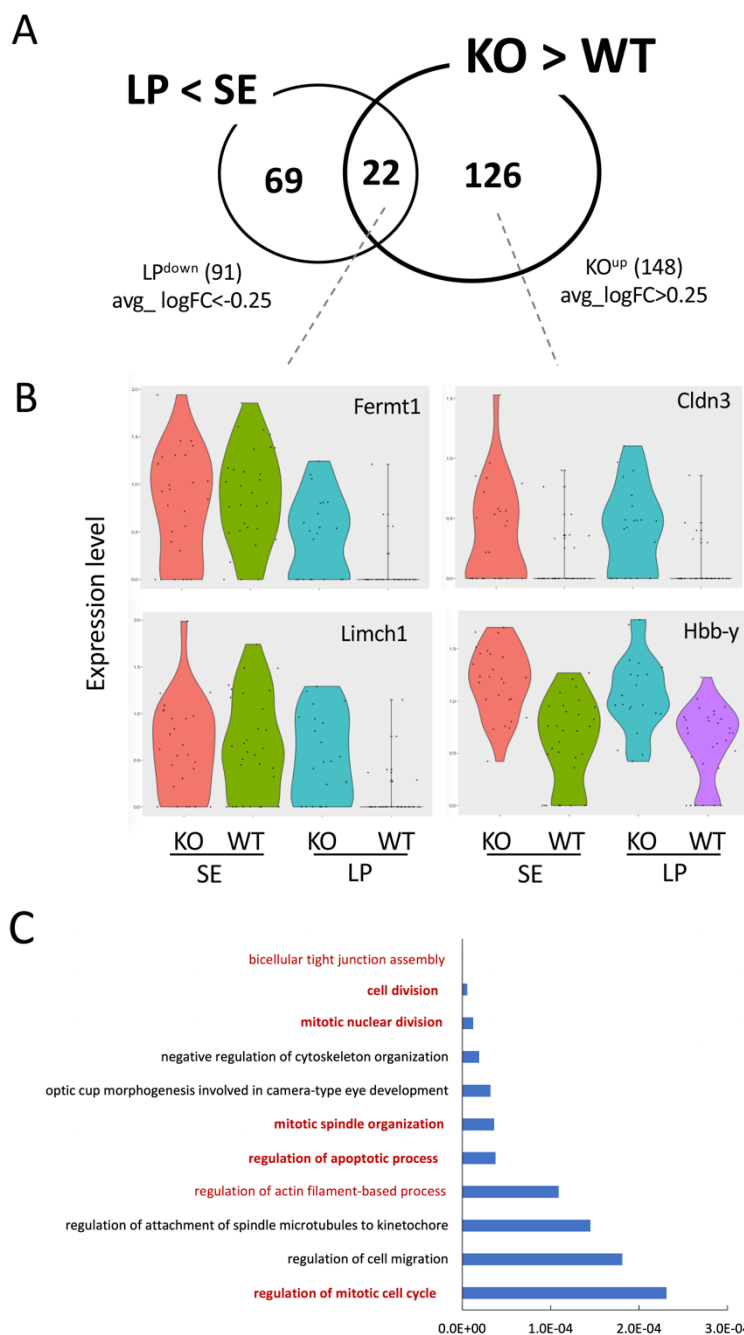

**Fig. S3. The identification of 22 upregulated surface ectoderm (SE) genes in *Mab21l1*-null (KO) lens placodes (LPs).**

(A) Venn diagram showing the 91 genes upregulated in SE and the 148 genes upregulated in KO ( $KO^{up}$ ); 22 SE-specific genes are upregulated in both the KO and LP cell groups ( $KO-LP^{up}$ ). (B) Violin plots showing the expression levels of *Fermt1*, *Limch1*, *Cldn2*, and *Hbb-y*, as representative genes upregulated in the KO cluster compared to the WT cluster. (C) 11 gene ontology (GO) terms associated with the 148  $KO^{up}$  genes, with lens/eye-related GO terms omitted. GO terms mentioned in the Results and Discussion sections are highlighted in bold font.

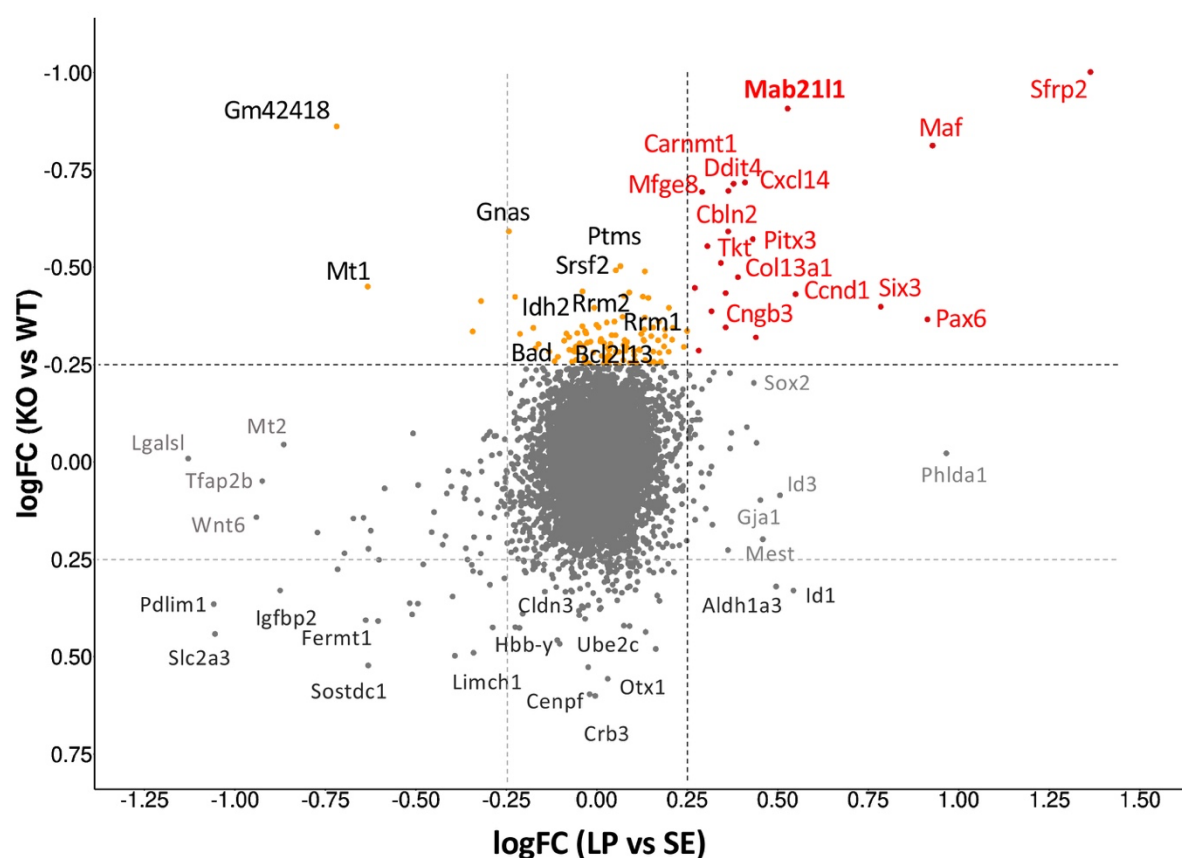

**Fig. S4.** Scatter plot showing the LogFC relative gene expression of *Mab21l1*-null (KO)/ wild-type (WT) cells against the LogFC relative gene expression of lens placode (LP) cells vs. surrounding surface ectoderm (SE) cells. Red dots represent the 21 KO-LP<sup>down</sup> genes shared by the KO and LP groups, as shown in the Venn diagram in Figure 4C. Orange dots represent the rest of the KO<sup>down</sup> genes (110 genes). The names of representative genes are indicated near the corresponding dot. Dot lines: logFC = -0.25 and logFC = 0.25.

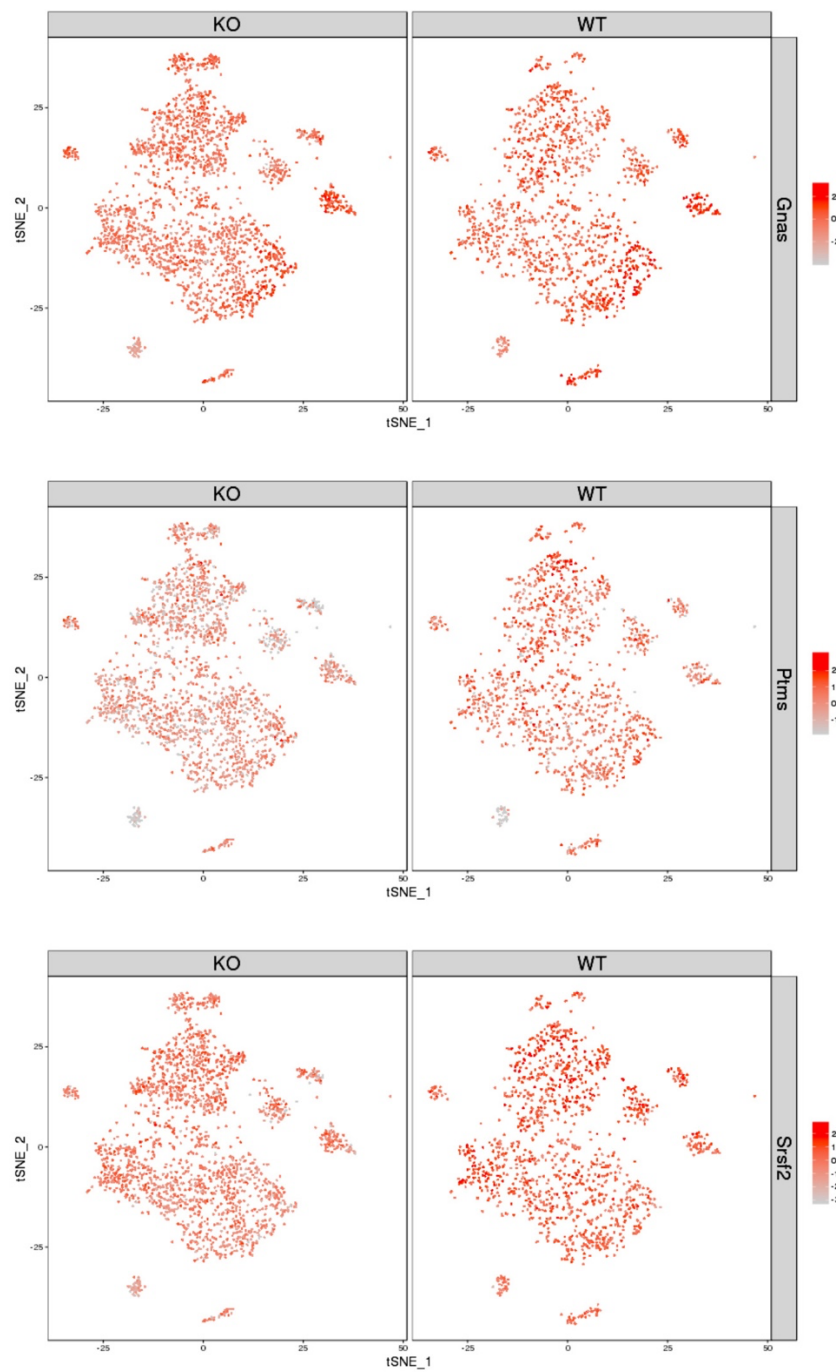

**Fig. S5.** T-distributed stochastic neighbor embedding (t-SNE) feature plot showing the ubiquitous expression of *Gnas*, *Ptms* and *Srsf2* in KO and WT embryo cells.

**Table S1.**

[Click here to download Table S1](#)

**Table S2.**

[Click here to download Table S2](#)

**Table S3.**

[Click here to download Table S3](#)

**Table S4.** The 21 lens placode (LP) genes that are down-regulated in *Mab21l1*-null ectoderm (KO-LP<sup>down</sup>)<sup>1</sup>.

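The table's values were read as natural logarithms, ln((mean KO + 1)/(mean WT + 1)), where each mean is over cells scaled to 10000 UMIs. On that scale, the values recomputed in LP-like cells ran from -0.91 for *Sfrp2* to -0.31 for *Ldha*, which had the highest level of the 21 genes, with 572 UMIs in the library labelled WT and 535 in the library labelled KO. For LP over SE in the pooled libraries, 20 of the 21 genes were higher in LP-like cells, with a median of 0.28 [0.24, 0.33] and *Mfge8* the exception at -0.03 [-0.17, 0.11]. The median moved most with 5 PCs, to 0.37. The table's p-values come from a test across cells and were not recomputed, since the cells of each genotype come from 1 embryo.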

| gene_symbol <sup>2)</sup> | KO < WT    |            | LP > SE    |            |
|---------------------------|------------|------------|------------|------------|
|                           | avg_logFC  | p_val      | avg_logFC  | p_val      |
| <b>Sfrp2</b>              | -1.0012466 | 4.72E-06   | 1.36341068 | 1.54E-12   |
| <b>Mab21l1</b>            | -0.9075676 | 2.02E-14   | 0.526888   | 1.30E-06   |
| <b>Maf</b>                | -0.8127795 | 1.53E-05   | 0.92739914 | 1.83E-09   |
| Cxcl14                    | -0.718169  | 5.19E-06   | 0.40924747 | 0.00089045 |
| Ddit4                     | -0.7149604 | 7.48E-05   | 0.37749042 | 0.00404634 |
| Carnmt1                   | -0.6967923 | 1.53E-05   | 0.36325424 | 0.00493539 |
| Mfge8                     | -0.6940889 | 0.00092808 | 0.29075347 | 0.09995295 |
| Cbln2                     | -0.5916955 | 1.99E-06   | 0.36266753 | 0.00038213 |
| <b>Pitx3</b>              | -0.5719038 | 5.29E-05   | 0.43078029 | 9.51E-08   |
| <b>Tkt</b>                | -0.5537238 | 0.00032429 | 0.30533229 | 0.00547852 |
| Col13a1                   | -0.5107722 | 0.00071387 | 0.3426715  | 0.00017564 |
| <b>Ldha</b>               | -0.4745407 | 0.00959348 | 0.38952393 | 0.00266779 |
| Has2                      | -0.4470154 | 0.00090494 | 0.27060805 | 0.00328181 |
| Cngb3                     | -0.433732  | 0.00430548 | 0.35583483 | 3.02E-06   |
| Ccnd1                     | -0.430996  | 0.02077395 | 0.54904706 | 0.00013579 |
| <b>Six3</b>               | -0.398843  | 0.03504901 | 0.78430365 | 1.30E-11   |
| Stra6                     | -0.387143  | 0.01847258 | 0.31666258 | 0.001286   |
| <b>Pax6</b>               | -0.366096  | 0.01995318 | 0.91327293 | 1.83E-12   |
| Dkk3                      | -0.345693  | 0.06050467 | 0.35587081 | 0.00123721 |
| Flrt2                     | -0.320127  | 0.07185614 | 0.43922041 | 2.16E-05   |
| <b>Vcan</b>               | -0.286523  | 0.10106065 | 0.28149998 | 0.00264515 |

<sup>1)</sup> KO-LP<sup>down</sup> corresponds to the shared region of Venn diagram in Fig. 4C.

<sup>2)</sup> The gene list is ordered by avg\_logFC in KO < WT. Gene symbols with bold letters indicate the key genes crucial for lens placode formation.

How the deposited data were processed for this re-analysis (not part of the article)

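Single cells of the ocular area of 26-somite mouse embryos were sequenced with the 10x Chromium 3′ system, with 1 library from 1 embryo for each of the wild-type (WT) and *Mab21l1*-null (KO) genotypes. The authors counted UMIs per gene and cell with Cell Ranger on mm10 (GRCm38), combined both libraries with Cell Ranger aggr, which can subsample reads between libraries, and deposited whole-number counts that are not scaled per cell. The counts came with 27998 gene identifiers, of which 27645 matched GENCODE annotation of GRCm38, and all 72 genes selected as described below matched. Coordinates and exon overlaps come from that annotation; 121 identifiers share a symbol with another and were kept apart. *Mab21l1* RNA was counted in both libraries, at a higher level over all cells in the library labelled KO, so the libraries are named by their labels and each direction rests on them.

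From the deposited counts, cells with 1500 to 8000 detected genes and at most 5% mitochondrial UMIs were kept, and genes in at least 3 cells were used. This kept 1680 cells with 41880035 UMIs, a median of 21037 per cell, in the library labelled WT and 2404 cells with 52430844 UMIs, a median of 18135, in the library labelled KO. LP-like cells held 581720 and 688336 UMIs, so that a count of 0 there reaches 5.36 CPM in the library labelled KO. The limit was read as a fraction of 0.05 where the methods write it with a percent sign. Counts were scaled to 10000 UMIs per cell and log-transformed, S and G2M scores were regressed out, and the cells of both libraries were clustered together with Seurat 5.3.0 in R 4.3.3 on 40 principal components at a resolution of 0.6. Clusters of fewer than 30 cells were left out. A cluster was named after the type of which at least 3 markers, fixed beforehand, were 2-fold or more above the other cells; this number and fold were set after the data were seen. Ectoderm-like cells were re-clustered on 10 principal components, without the 54 genes the paper names, at the lowest resolution in steps of 0.1 that gave more than 1 cluster. Doublets were called with Scrublet through scanpy 1.11.5 at an expected rate of 0.05 and were not removed for it.

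As each genotype has 1 library, no test was made, and no p-value, standard error or number of changed genes was computed from cells. For each gene the UMI sum, its level per 1000000 UMIs (CPM) and the natural-log fold change with a pseudocount of 1 on the mean scaled count are given, with exact 95% Poisson intervals; shares of cells carry exact 95% binomial intervals. These cover counting error only. The counting error of the median of a gene list came from 1000 Poisson draws, and its percentile from 10000 random lists in which each gene was replaced by one of the 100 nearest genes in mean expression, a description of these libraries. For the median ratio of CPM over a list, genes under 3 counts were set to 3. Cell cycle phases were scored after each cell was thinned to 11166 UMIs, and shares of cells with a UMI were taken before and after that thinning. The selected genes are those the paper names for these data, *Mab21l2*, *Nbea*, *Hspa5*, the sex genes, and the 5 genes with the highest and the 5 with the lowest ratio of CPM in LP-like cells among genes that its text, legends and Table S4 do not name with at least 100 UMIs there in the 2 libraries together. Markers of cell types, abundant optic vesicle genes and leading genes of clusters are also named in the text. The lists were the 21 genes of Table S4, 43 S-phase and 52 G2M-phase genes, 20 ER stress genes and 15 p53 target genes. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used.

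The computation of fold changes and list percentiles was tested on simulated counts of LP-like cells over 1813 genes, of which 200 were changed 0.5-fold or 2-fold. All 200 had the right sign, and 93.7% of the true values lay within the counting interval. The simulated counts were Poisson draws with the same expression rate in all cells, which is also the model of the interval. Only genes with at least 100 UMIs were used. The simulation thus does not cover variation between cells or genes with fewer UMIs, such as *Pitx3* and *Cbln2*. The alternatives, chosen before the data were examined apart from phases scored on all UMIs, changed the filters, the resolution, the principal components, the cell cycle regression, the doublets, the genes or method used to split LP from SE, the cells compared, the scaling, the pseudocount and the depth. The paper's numbers of differentially expressed genes and its Tables S1 to S3 were not used here. A further test of RNA from optic vesicle cells in LP-like cells is not reported here.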

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

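The tests of free RNA, RNA of optic vesicle cells, a wrong label and depth, and the test on genes the paper does not name, were chosen only after the results were seen. No difference between the libraries has a replicate check, and differences between classes of cells were not tested, since cells of 1 embryo are not replicates.

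*Mab21l1* stood out because it differed in opposite directions between the libraries in different classes of cells. Its natural-log fold change of the library labelled KO over the library labelled WT was -0.446 in LP-like cells, but 0.299 in optic vesicle-like, 0.0457 in neural ectoderm-like and 0.0407 in endothelium-like cells. For a difference in depth the levels decide nothing, since they are already scaled for depth and are the pattern itself. Optic vesicle-like cells were shallower in the library labelled KO (median 23689.5 against 30045 UMIs). Their level there was higher (0.299 [0.253, 0.344]), at 81.3 CPM [76.4, 86.4] against 44.3 [39.8, 49.3]. LP-like cells were of like depth (18059 against 17574) but lower, at 47.9 CPM [33.0, 67.3] against 136 [108, 169]. At equal thinned depth both directions stayed, with a *Mab21l1* UMI in 36.7% against 72.0% of LP-like and 51.3% against 41.0% of optic vesicle-like cells. The intervals of these shares overlap, so a difference in depth is not excluded. Free RNA would give a like level in every class of the library labelled KO, but erythrocyte-like cells had 2.10 CPM, with an interval up to 5.38, against 81.3 CPM in optic vesicle-like cells. RNA of optic vesicle cells as the whole source would bring the other abundant optic vesicle transcripts to the share of their optic vesicle-like level that *Mab21l1* reached in these LP-like cells, 59.0% with a lower limit of 38.2%. *Rax* reached 17.0%, *Aldh1a1* 18.4%, *Fgf15* 22.9% and *Six6* 41.7%, a median of 20.6%, and the upper limits of 3 of the 4 lie below 38.2%, so that only a part from such RNA stays open. A wrong label cannot be told apart from a right one by these counts: LP-like cells of the library labelled WT had 136 CPM [108, 169], so neither library lacks the RNA. Outside these counts, the paper's qPCR of whole-eye samples found *Cbln2* and *Cngb3* lower in *Mab21l1*-null embryos. Both genes were lower in LP-like cells of the library labelled KO. Whether the disrupted gene leaves a transcript was not tested, since the counts do not show which part of it was read.

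*Cldn3* was higher in LP-like cells of the library labelled KO (0.345) and lower in its neural ectoderm-like cells, by far less, at -0.0208. An exon of it overlaps one on the other strand. No technical explanation was tested for it, and the genotype stays open as an untested biological one.

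The S-phase genes were lower in LP-like cells of the library labelled KO, with a median fold change of -0.0595, and higher in mesenchyme-like (0.0119) and neural crest-like cells (0.0429). They were also lower in SE-like (-0.0542), optic vesicle-like (-0.0186), neural ectoderm-like (-0.0199) and erythrocyte-like cells (-0.0240), so this is not confined to LP-like cells. G2M-phase genes were higher in LP-like (0.174), neural ectoderm-like (0.0393) and neural crest-like cells (0.0893), and within counting error in the other classes. A different mix of cell cycle phases cannot be told apart from a difference within phases: among cells scored as G2M, the median of the G2M list was 0.0683 with a counting error of 0.0526 to either side, smaller than over all LP-like cells and still above 0. It was 0.0815 (error 0.0457) among G1 cells and 0.0941 (error 0.0737) among S cells, while the S list lay within counting error in each phase, at 0.0035, -0.0645 and -0.0371 in G1, S and G2M. Each phase holds at most 19 cells per library and the phases were scored on the same genes.

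Of 1781 genes with at least 100 UMIs in the LP-like cells of the 2 libraries together that the paper's text, legends and Table S4 do not name, the 5 highest and 5 lowest ratios of CPM were taken, the library labelled KO over the library labelled WT. The highest were *Psrc1* (2.47), *Meg3* (2.20), *Dab1* (2.16), *Hist1h2ap* (2.04) and *Mbtd1* (1.95), and the lowest *Mt1* (0.260), *Gm42418* (0.286), *Jund* (0.398), *Mgarp* (0.408) and *Cited2* (0.448). Fig. S4 of the paper shows *Mt1* and *Gm42418* among the genes lower in KO. Being the extremes of many genes, such ratios are inflated by their selection. A difference between the libraries in every class cannot be told apart for the set: 4 of the 10 genes (*Hist1h2ap*, *Gm42418*, *Jund* and *Cited2*) differed in all 6 classes outside the ectoderm in the direction of LP-like cells, and the others did not. *Hist1h2ap* has near-identical copies that can share reads, exons of *Hist1h2ap*, *Jund*, *Meg3* and *Gm42418* overlap exons on the other strand, and the genotype stays open as an untested explanation.

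A pair of clusters lay mostly in the library labelled WT. Cluster 6, unnamed, held 9.11% of the cells of that library (153 cells) and 1.96% of the cells of the library labelled KO (47 cells). Cluster 11, mesenchyme-like, held 4.11% (69 cells) and 0.582% (14 cells). *Rpgrip1*, *Notch2*, *Hsf2*, *Slc24a5* and *Cbx3* were among the leading genes of both clusters. Damaged or shallow cells cannot be told apart from a cell type here. The mitochondrial share of these clusters was at most 1.30 times that of the other cells of the library labelled WT, but cells above the limit had been removed beforehand. Over both libraries, cluster 6 had a median of 14476 UMIs per cell and cluster 11 one of 9648. In the library labelled WT the lower of their medians was 9968 and the higher 14801, below the 21037 of the library. That depth excludes only that they are the deepest cells of the library. The imbalance also went the other way: the mesenchyme-like cluster 4 held 5.54% of the cells of the library labelled WT (93 cells) and 12.1% of those of the library labelled KO (292 cells), and the mesenchyme-like cluster 8 held 1.67% (28 cells) and 4.95% (119 cells), for which no explanation was tested. With 1 library per genotype, a cluster mostly of 1 library may be that library and not a cell type.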

How the results depend on the processing

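Of 275 values of the 38 comparisons under alternative settings, 251 stayed within counting error of the reported value or within 1.5 times the reported count, 24 moved and 0 reversed, where only a value beyond counting error in the reported setting counts as reversed. For single genes, 833 of 960 values stayed, 127 moved, 53 of them with a pseudocount of 0.1, and 0 reversed in that sense; *Mfge8* for LP over SE, within counting error at -0.032, changed sign to 0.29 without cell cycle regression, 0.27 with 5 principal components, 0.040 with doublets removed and 0.060 with all variable genes. All 52 genes for which the paper states a direction kept that side in LP-like cells under each setting run. Phases scored on all UMIs were an alternative chosen only after the data were seen.

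With the mitochondrial limit at 0.05% as written, 22 cells of the library labelled WT and 17 of the library labelled KO were left, *Mab21l1* was at 27.2 and 48.0 CPM and *Xist* at 18.1 and 20.6 CPM; the limit itself removes the cells. *Mab21l1* in SE-like cells of the library labelled WT fell from 35.8 CPM to 7.59 without cell cycle regression, 7.92 with 5 principal components and 18.3 with doublets removed. The cause was not tested for these or for the values that follow, apart from the pseudocount.

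The median of the Table S4 genes in LP-like cells moved to -0.51 with 200 detected genes or more, -0.30 over all ectoderm-like cells and -0.53 in thinned cells. For LP over SE, the median moved to 0.59 in the library labelled WT and 0.34 in both without cell cycle regression, and to 0.58 and 0.37 with 5 principal components. The median of the G2M-phase genes was 0.0913 over all ectoderm-like cells.

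A pseudocount of 0.1 enlarges the change of low genes by construction: the medians became -1.01 for the Table S4 genes, 0.35 for G2M-phase, -0.0963 for S-phase and -0.0772 for ER stress genes, and, outside the ectoderm, -0.58 for *Srsf2*, -0.44 for *Ptms* and 0.72 for *Hbb-y*. Ward clustering gave no LP and SE split, as it set 1 cell against 105, so it has no values. The 16 SE-like cells of the library labelled KO, with 263504 UMIs, limit what can be read there. No paired analysis was possible because each genotype has 1 library.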

Differences from the paper's values

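The paper's values in Table S4 were read as natural-log fold changes, and the values here are on that scale. For KO over WT in LP-like cells, 21 of the 21 genes had the paper's sign and 18 lay within the counting interval. Over all ectoderm-like cells, 17 of the 21 genes differed beyond the counting interval, with a median of -0.300 against the paper's -0.511. For LP over SE in the pooled libraries, 20 of 21 had the paper's sign and 11 lay within it. Within the library labelled WT alone, 21 of 21 had the paper's sign and the paper's value lay within the counting interval for 18 of 21, all but *Maf*, *Carnmt1* and *Six3*. Within the library labelled KO alone, 16 of 21 had its sign and 6 of 21 lay within the interval. Of the 10 genes that differed in the pooled libraries, 9 thus had the paper's value within the counting interval in the library labelled WT, and the other, *Six3*, in the library labelled KO (0.76 [0.53, 0.95]). Across genes, which are not independent replicates, Pearson's r was 0.796 and 0.945. The settings named below are alternatives set before the data were examined, and settings not named left a difference beyond counting error, for LP over SE in the pooled libraries, or, for numbers of cells, beyond 1.5 times. The cells of each subcluster are rebuilt, and which cells were called LP-like depends on the setting, as the LP-like share of the library labelled WT moved to 39.1% without a mitochondrial limit.

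LP-like cells of the library labelled KO numbered 32, against the paper's about 21 in Fig. 4B, read by eye. The number came within 1.5 times the paper's with no mitochondrial limit (28), 200 detected genes or more (27), all variable genes (29) and 5 principal components (31). SE-like cells of that library numbered 16, against the paper's about 26 in Fig. 4B, read by eye, and came within that range with no mitochondrial limit (23), 200 detected genes or more (21) and all variable genes (19).

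For KO over WT, *Mab21l1* was at -0.446 against the paper's -0.9075676, and at -0.88 with a pseudocount of 0.1. *Ddit4* was at -0.433 against the paper's -0.7149604; the difference lay within counting error with a pseudocount of 0.1 (-1.01) and in thinned cells (-0.48). *Ldha* was at -0.305 against the paper's -0.4745407, and at -0.41 without cell cycle regression and -0.40 in thinned cells.

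For LP over SE, *Mfge8* was at -0.032 against the paper's 0.29075347, with the opposite sign, and was at 0.20 within the library labelled WT; in the pooled libraries it reached 0.29 without cell cycle regression and 0.27 with 5 principal components. *Tkt* was at 0.095 against the paper's 0.30533229, and at 0.28 and 0.36 under the same settings. *Sfrp2* was at 1.2 against the paper's 1.36341068, and at 1.43 with doublets removed and 1.25 with all variable genes. *Cxcl14* was at 0.243 against the paper's 0.40924747, and at 0.33 both with no mitochondrial limit and with 200 detected genes or more. *Six3* was at 0.971 against the paper's 0.78430365, and at 0.80 with 200 detected genes or more. *Pitx3* was at 0.252 against the paper's 0.43078029, which no alternative for the pooled libraries reached; within the library labelled WT it was at 0.44.

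*Ddit4* was at 0.241 for LP over SE against the paper's 0.37749042, and at 0.33 without cell cycle regression, 0.30 with doublets removed and 0.29 with 5 principal components. *Cbln2* was at 0.205 against the paper's 0.36266753, and at 0.31 without cell cycle regression, 0.26 with no mitochondrial limit and 0.31 with 5 principal components. *Col13a1* was at 0.238 against the paper's 0.3426715, and at 0.30 without cell cycle regression, 0.28 with doublets removed, 0.25 with no mitochondrial limit, 0.26 with all variable genes and 0.31 with 5 principal components. *Stra6* was at 0.155 against the paper's 0.31666258, and under those settings, in the same order, at 0.42, 0.23, 0.24, 0.23 and 0.39.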

Other observations

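The tests in this part were written before the values they measure were seen. No difference between the libraries has a replicate check.

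*Gnas*, *Srsf2* and *Ptms*, which the paper reports as lower in LP and SE cells, were lower in the library labelled KO in 18 of 18 pairs of gene and class outside the ectoderm. Their median outside the ectoderm was 0.626 of the value in LP-like cells (median over the 3 genes), with 0.459 for *Gnas* and 0.968 for *Srsf2*. A difference between the libraries in every class of cells would give this. With 1 library from 1 embryo per genotype, such a difference may be technical, due to the genotype or particular to an embryo. GC content and transcript length are argued against, as genes alike in both had medians no lower than -0.00112, though for *Ptms* only 14 genes matched.

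*Hbb-y* may be higher in the library labelled KO through free RNA from erythrocytes: the other 4 globin genes were higher there in 28 of 28 pairs of gene and class that are not erythrocyte-like, by 0.0872 to 0.500 on the natural-log scale. Globin genes are near-identical and can share reads.

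The lowest median of the Table S4 genes outside the ectoderm was -0.00672. This cannot exclude a difference between the libraries in every class, since genes with few UMIs there stay near 0 with a pseudocount of 1. *Cngb3*, for example, had 0 UMIs in mesenchyme-like cells of both libraries. Single genes went both ways: *Pax6* was lower in the library labelled KO in 6 of the 6 classes and *Carnmt1* in 5. *Tkt* and *Ldha* were each lower in 2 of the 6 classes, and *Mab21l1* in 0. More SE cells among the LP-like cells of the library labelled KO would need a share of 94.4% (median over the 21 genes) to bring the list to its levels, while *Sox2*, *Phlda1* and *Id3* gave 15.9%, 16.5% and 24.1%, and at most 45.9% within counting error. The 7 SE markers that the paper does not name had a median fold change of 0.0216. *Wnt6* at 0.270 and *Wnt4* at 0.215 were the highest of these and *Tfap2a* at -0.197 the lowest. The SE markers *Limch1* and *Fermt1*, which the paper names, were left out of this median and were higher, at 0.346 and 0.255. *Tfap2a* was not higher in SE-like cells of the library labelled WT (94.9 CPM against 115 in LP-like cells). *Grhl3* rested on 0 and 1 UMIs, so this median says little about a mix. The levels of *Sox2*, *Phlda1* and *Id3* argue against such a mix as the whole cause, and a part from it stays open. The genotype stays open as a hypothesis that 1 embryo per genotype cannot test.

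The paper reports GRP78 staining in other embryos. In LP-like cells *Hspa5*, which encodes GRP78, had 112 UMIs in the library labelled WT and 123 in the library labelled KO, a natural-log fold change of -0.018 [-0.19, 0.15], within counting error. It was lower in the library labelled KO over all ectoderm-like cells, at -0.14 [-0.27, -0.014], with -0.21 in SE-like cells, and higher in all 6 classes outside the ectoderm, by 0.041 to 0.30. The 19 of 20 ER stress genes with UMIs had a median of -0.022 [-0.056, 0.012], at percentile 11.3 of random lists; in mesenchyme-like and endothelium-like cells the list had medians of 0.024 and 0.038, at percentiles 99.8 and 99.3. The 12 of 15 p53 target genes with UMIs had a median of 0.013 [-0.035, 0.062], at percentile 76.0.

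Over all cells, *Nbea*, which overlaps *Mab21l1*, was at 15.9 CPM in the library labelled WT and 17.3 in the library labelled KO, and *Mab21l2* at 142 and 128. *Xist* was at 905 and 957 CPM, and *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y* had 0 UMIs in both libraries, so both embryos had the pattern of females.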
